# Urinary phosphate-containing nanoparticle contributes to inflammation and kidney injury in a salt-sensitive hypertension rat model

**DOI:** 10.1038/s42003-020-01298-1

**Published:** 2020-10-15

**Authors:** Qin Wang, Kenichi Ishizawa, Jinping Li, Wataru Fujii, Yoshikazu Nemoto, Osamu Yamazaki, Yoshifuru Tamura, Yutaka Miura, Xuedan Nie, Ryo Abe, Hiroko Segawa, Makoto Kuro-O, Shigeru Shibata

**Keywords:** Kidney diseases, Kidney, Inflammation

## Abstract

Although disturbed phosphate metabolism frequently accompanies chronic kidney disease (CKD), its causal role in CKD progression remains unclear. It is also not fully understood how excess salt induces organ damage. We here show that urinary phosphate-containing nanoparticles promote kidney injury in salt-sensitive hypertension. In Dahl salt-sensitive rats, salt loading resulted in a significant increase in urinary phosphate excretion without altering serum phosphate levels. An intestinal phosphate binder sucroferric oxyhydroxide attenuated renal inflammation and proteinuria in this model, along with the suppression of phosphaturia. Using cultured proximal tubule cells, we confirmed direct pathogenic roles of phosphate-containing nanoparticles in renal tubules. Finally, transcriptome analysis revealed a potential role of complement C1q in renal inflammation associated with altered phosphate metabolism. These data demonstrate that increased phosphate excretion promotes renal inflammation in salt-sensitive hypertension and suggest a role of disturbed phosphate metabolism in the pathophysiology of hypertensive kidney disease and high salt-induced kidney injury.

## Abstract (web summary)

Qin Wang et al. show that altered phosphate metabolism contributes to the progression of kidney disease using a salt-sensitive rat model. They demonstrate that using the phosphate binder sucroferric oxyhydroxide reduces kidney injury and, using transcriptome sequencing, identify a potential role for complement C1q in kidney inflammation linked to phosphate metabolism defects.

## Introduction

Altered phosphate metabolism is frequently associated with chronic kidney disease (CKD)^1–3^. Because phosphate is mainly excreted from the kidney, the decreased kidney function results in positive phosphate balance in the body, which triggers the secretion of a phosphaturic hormone fibroblast growth factor 23 (FGF-23) in osteocytes. FGF-23 then acts on renal proximal tubules by binding to a complex of αKlotho and FGF receptor, increasing fractional excretion of phosphate (FE_P_) and preventing the elevation in serum phosphate levels^1^. While this process is considered to be an appropriate physiological adaptation, epidemiological studies found that it is also associated with the progression of CKD^4–7^. In these studies, the elevation in serum FGF-23, an early indicator of disturbed phosphate metabolism in CKD, has been shown to be independently associated with greater risk of end-stage renal disease (ESRD)^4–7^. However, little is known about the molecular basis that underlies the association.

Hypertension continues to be a global health problem worldwide, being a principal risk factor for cardiovascular and kidney diseases^8–10^. Although the precise mechanism of hypertension remains elusive owing to the trait’s complexity, studies to date have established the central role of the kidney and dietary salt (NaCl)^11–13^. Moreover, in addition to the development of hypertension, several lines of evidence indicate that excessive salt intake directly promotes cardiovascular and renal damage particularly in salt-sensitive hypertension^14–16^. Prospective studies in essential hypertension demonstrated that the cardiovascular events occurred more frequently in patients who had salt-sensitive hypertension than those who were not salt-sensitive^14^. A close relationship between salt sensitivity and cardio-renal damage was also demonstrated in other studies using different cohorts^15,16^. Although these data indicate an additional role of excess salt in promoting target organ damage independently of blood pressure elevation, the underlying mechanisms are not fully elucidated.

Despite the high prevalence of hypertension as well as the widespread use of phosphate as a food preservative^17^, the contribution of disturbed phosphate metabolism in hypertensive kidney disease remains unknown. In this study, we here tested the role of phosphate in the pathogenesis of kidney injury associated with salt-sensitive hypertension.

## Results

### Intestinal phosphate binding ameliorates glomerulosclerosis and tubulointerstitial damages in Dahl salt-sensitive (Dahl/SS) rats

Male Dahl/SS rats were randomly assigned to the control, normal-salt diet (DSN), the high-salt diet (DSH), and the high-salt diet with sucroferric oxyhydroxide (SF; 25 mg/g chow; DSH+2.5%SF) groups. Phosphorus levels in the diet were kept normal (0.3%; AIN-93G) in all the groups. Compared with DSN, DSH rats showed a significant increase in systolic blood pressure at 2 and 4 weeks (Fig. 1a–c). Blood pressure levels in the DSH+2.5%SF group were identical to those in the DSH groups throughout the experimental period (Fig. 1a–c). DSH rats had a progressive increase in urinary albumin levels (Fig. 1d–f) and showed marked albuminuria compared with the DSN group at 4 weeks (DSH, 11.15 ± 1.40 mg/day versus DSN, 0.61 ± 0.08 mg/day; *P* < 0.001; Fig. 1f). Interestingly, however, we found that DSH+2.5%SF rats showed significantly lower levels of albuminuria than DSH rats (6.56 ± 1.39 mg/day; *P* = 0.041; Fig. 1f). This difference may not be attributable to the hemodynamic changes, because blood pressure levels were identical between the DSH and DSH+2.5%SF groups. Moreover, food intake, Na^+^ intake, and urinary Na^+^ levels were all similar between the DSH and DSH+2.5%SF groups (Fig. 1g–i).

**Fig. 1:**
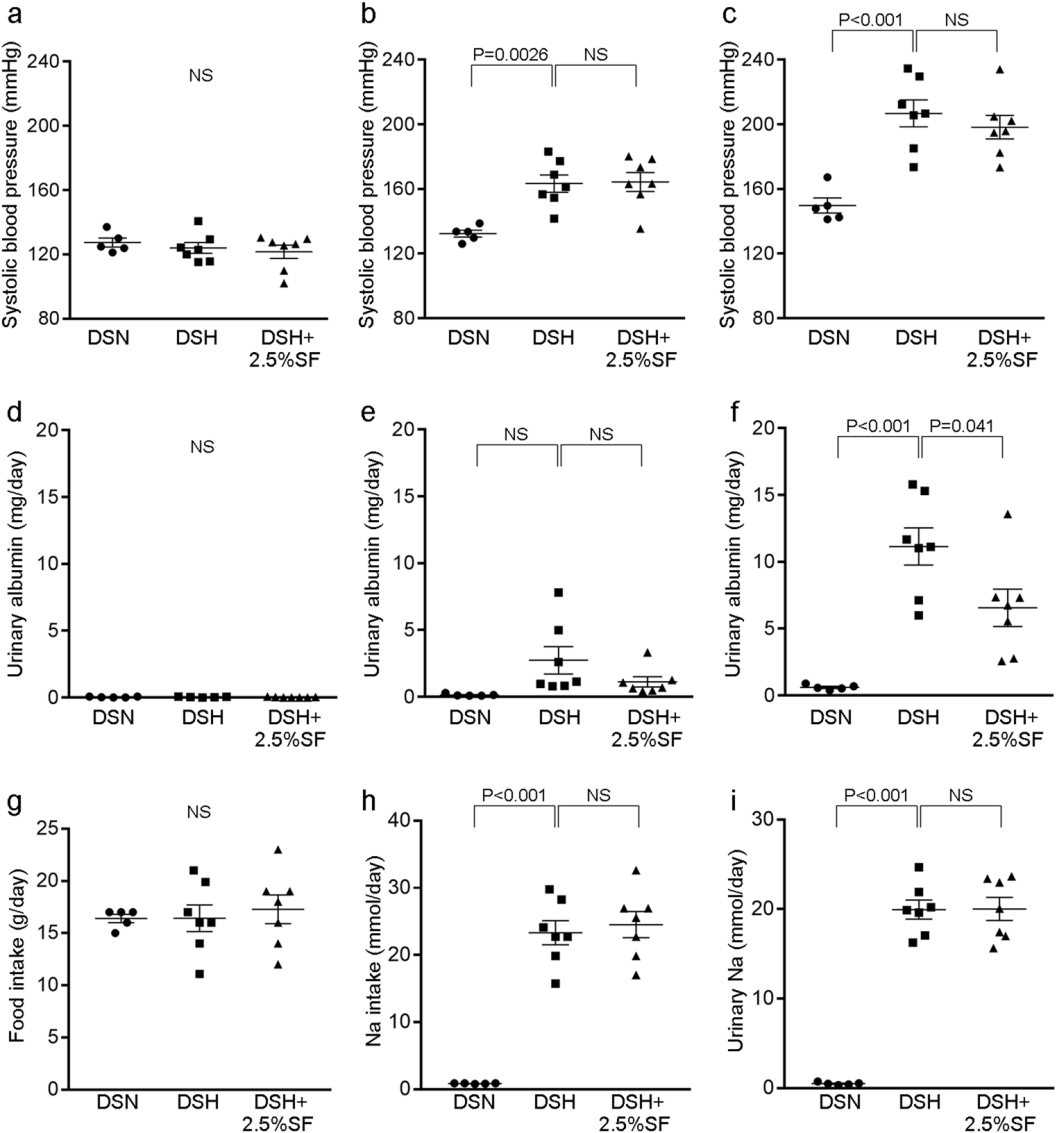
Albuminuria in Dahl salt-sensitive hypertensive rats is ameliorated by inhibiting intestinal phosphate absorption. **a**–**f** Systolic blood pressure (**a**–**c**) and urinary albumin (**d**–**f**) levels in Dahl salt-sensitive (Dahl/SS) rats receiving normal salt (DSN), high salt (DSH), and high salt with 2.5% sucroferric oxyhydroxide (DSH+2.5%SF) at 0 weeks (**a**, **d**), 2 weeks (**b**, **e**), and 4 weeks (**c**, **f**). **g**–**i** Food intake (**g**), Na^+^ intake (**h**), and urinary Na^+^ levels (**i**) at 4 weeks in DSN, DSH, and DSH+2.5%SF rats. Data are expressed as mean ± SEM; *n* = 5 or 7 animals per group; NS not significant.

We next evaluated renal histology. In the periodic acid-Schiff (PAS)-stained kidney sections, DSH rats showed glomerulosclerosis and tubulointerstitial changes including tubular dilatation, tubular atrophy, and intraluminal cast without evidence of overt calcification, a finding consistent with previous observations^18^ (Fig. 2a). Semiquantitative evaluation of renal histology demonstrated that the tubulointerstitial and glomerular changes in DSH rats were significantly alleviated by the administration of SF (Fig. 2b, c). Existing evidence suggests a role of glomerular podocyte in the development of glomerulosclerosis and the progression of renal dysfunction in CKD^19,20^. Immunohistochemical study revealed that the expression of desmin, a sensitive marker for podocyte injury^21,22^, was significantly reduced in podocytes in the glomeruli of DSH+2.5%SF rats as compared with DSH rats (Supplementary Fig. 1).

**Fig. 2:**
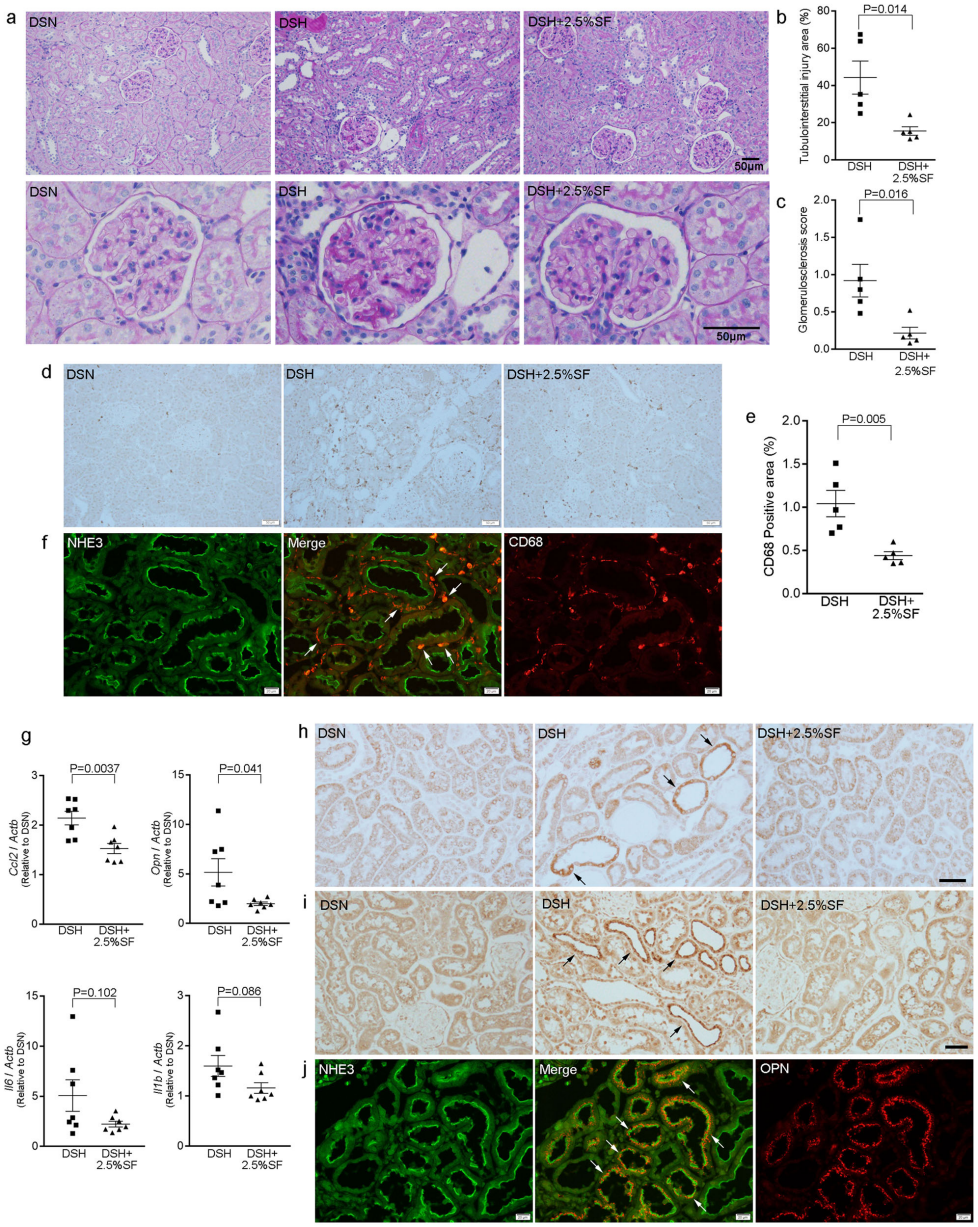
Renoprotective effects of SF are associated with the alleviation of renal inflammation. **a** Representative Periodic acid-Schiff (PAS)-stained kidney sections from DSN, DSH, and DSH+2.5%SF rats. **b**, **c** Dot plots for histological analysis of tubulointerstitial injury and of glomerulosclerosis in the indicated groups (*n* = 5 animals per group). **d** Immunohistochemical staining for ED-1 (CD68) in the kidneys of DSN, DSH, and DSH+2.5%SF rats. **e** Quantitative analysis of the CD68-positive area in the kidney (*n* = 5 animals per group). Infiltration of the CD68-positive macrophages in the kidneys of DSH rats was significantly ameliorated by inhibiting intestinal phosphate absorption using SF. **f** Kidney section from DSH rats was stained for sodium hydrogen exchanger 3 (NHE3; a marker for proximal tubules) (green) and CD68 (red). CD68-positive macrophages were present around proximal tubule cells (arrows). **g** Quantitative analysis of *Ccl2*, *Opn*, *Il6*, and *Il1b* gene expression by real time RT-PCR in the kidney (*n* = 7 animals per group). Expression levels were normalized to those of *Actb* (encoding β-actin), shown relative to DSN. **h**, **i** Immunohistochemical staining for Ccl2 (MCP-1, encoded by *Ccl2*) (**h**) and osteopontin (encoded by *Opn*) (**i**) in the kidneys of DSN, DSH, and DSH+2.5%SF rats. **j** Kidney section from DSH rats was stained for NHE3 (green) and osteopontin (OPN, red). The cells expressing osteopontin (arrows) were positive for NHE3, demonstrating that they are proximal tubule cells. Data are expressed as mean ± SEM; Bars: 20 μm in **f**, **j**; 50 μm in **a**, **d**, **h**, **i**.

### SF alleviates renal inflammation in Dahl/SS rats

Macrophage infiltration and renal inflammation are the initial responses to the kidney injury, leading to the progression of CKD^23–25^. As shown in Fig. 2d, DSH rats showed macrophage infiltration in the tubulointerstitium, predominantly in the cortex, as assessed by immunohistochemical staining of ED-1 (CD68). Quantitative evaluation of the CD68-positive areas revealed that the positive areas in DSH+2.5%SF rats were 58% less than those in DSH rats (Fig. 2e). We used immunofluorescence (IF) microcopy to determine the nephron segments in which macrophages were present. Kidneys from DSH rats were stained with anti-CD68 and anti-sodium hydrogen exchanger 3 (NHE3), a marker of proximal tubules. The results demonstrated that CD68-positive macrophages were observed around proximal tubules in the cortex (Fig. 2f).

Renal proximal tubules are known to play a key role in the initiation and promotion of tubulointerstitial inflammation by interacting with infiltrating macrophages^26^. Previous studies have shown that proximal tubule cells can produce proinflammatory factors, such as Ccl2 (also called monocyte chemotactic protein-1 (MCP-1)) and osteopontin^27,28^, in response to various stimuli, promoting macrophage migration and tubulointerstitial inflammation. In quantitative real-time reverse transcriptase polymerase chain reaction (RT-PCR) analysis, we found that the upregulation of *Ccl2* (encoding C-C chemokine motif ligand 2 (Ccl2)) and *Opn* (encoding osteopontin) in DSH rats was significantly ameliorated in DSH+2.5%SF rats (29% decrease for *Ccl2*; *P* = 0.0037, and 62% decrease for *Opn*, *P* = 0.041; Fig. 2g). In addition, we found that the expression of macrophage-derived cytokines *Il1b* (encoding interleukin 1β (IL1β)) and *Il6* (encoding IL6) were nonsignificantly attenuated by the administration of SF (Fig. 2g). Reduced expression of *Ccl2* and *Opn* in the kidney of DSH+2.5%SF rats can result from either decreased production in renal tubules or attenuation of macrophage infiltration. To demonstrate that Ccl2 and osteopontin were reduced in renal tubules, we performed immunohistochemical analysis. The results demonstrated that the positive staining for Ccl2 in renal tubules was occasionally seen in DSH rats, whereas no such signal was observed in DSN or DSH+2.5% rats (Fig. 2h). Similarly, osteopontin was increased in renal tubules in the DSH group, which was attenuated in the DSH+2.5%SF group (Fig. 2i). These data were further confirmed by semiquantitative evaluation (osteopontin-positive area, 1.6 ± 0.2% in DSH versus 0.3 ± 0.1% in DSH+2.5%SF; *P* = 0.0011). Double IF study demonstrated that the proinflammatory factor is increased in proximal tubule cells in DSH rats (Fig. 2j). These data suggest that increased production of proinflammatory factors in renal tubules facilitates macrophage infiltration and renal inflammation in DSH rats. Moreover, the attenuation by SF suggests that these processes are in part mediated by the altered phosphate metabolism.

### Dahl/SS rats show normal serum phosphate levels but increased phosphate excretion

We then evaluated phosphate metabolism in Dahl/SS rats. As shown in Fig. 3a, serum phosphate levels in the DSH group were similar to those in the DSN group. Also, there was no significant difference in serum phosphate levels between DSH and DSH+2.5%SF rats. However, urinary phosphate excretion (Fig. 3b) and FE_P_ (Fig. 3c) at 4 weeks were significantly elevated in the DSH group (urinary phosphate levels, 15.03 ± 1.48 mg/day in DSH versus 5.93 ± 1.41 mg/day in DSN, *P* < 0.001; FE_P_, 8.21 ± 0.68% in DSH versus 2.05 ± 0.27% in DSN, *P* < 0.001). These changes were suppressed by the administration of SF (urinary phosphate levels, 0.17 ± 0.04 mg/day in DSH+2.5%SF, *P* < 0.001 versus DSH group; FE_P_, 0.12 ± 0.03% in DSH+2.5%SF, *P* < 0.001 versus DSH group). Thus, although DSH rats showed normal serum phosphate levels, they likely had abnormal phosphate metabolism, which was corrected by SF. Correlation analysis revealed that both CD68-positive areas (Fig. 3d) and *Ccl2* (Fig. 3e) levels were highly correlated with FE_P_. *Opn* levels were also correlated with FE_P_, although the *R*^2^ value was slightly lower (Fig. 3f). These data are consistent with the notion that the increased phosphate excretion contributes to renal inflammation in Dahl/SS rats.

**Fig. 3:**
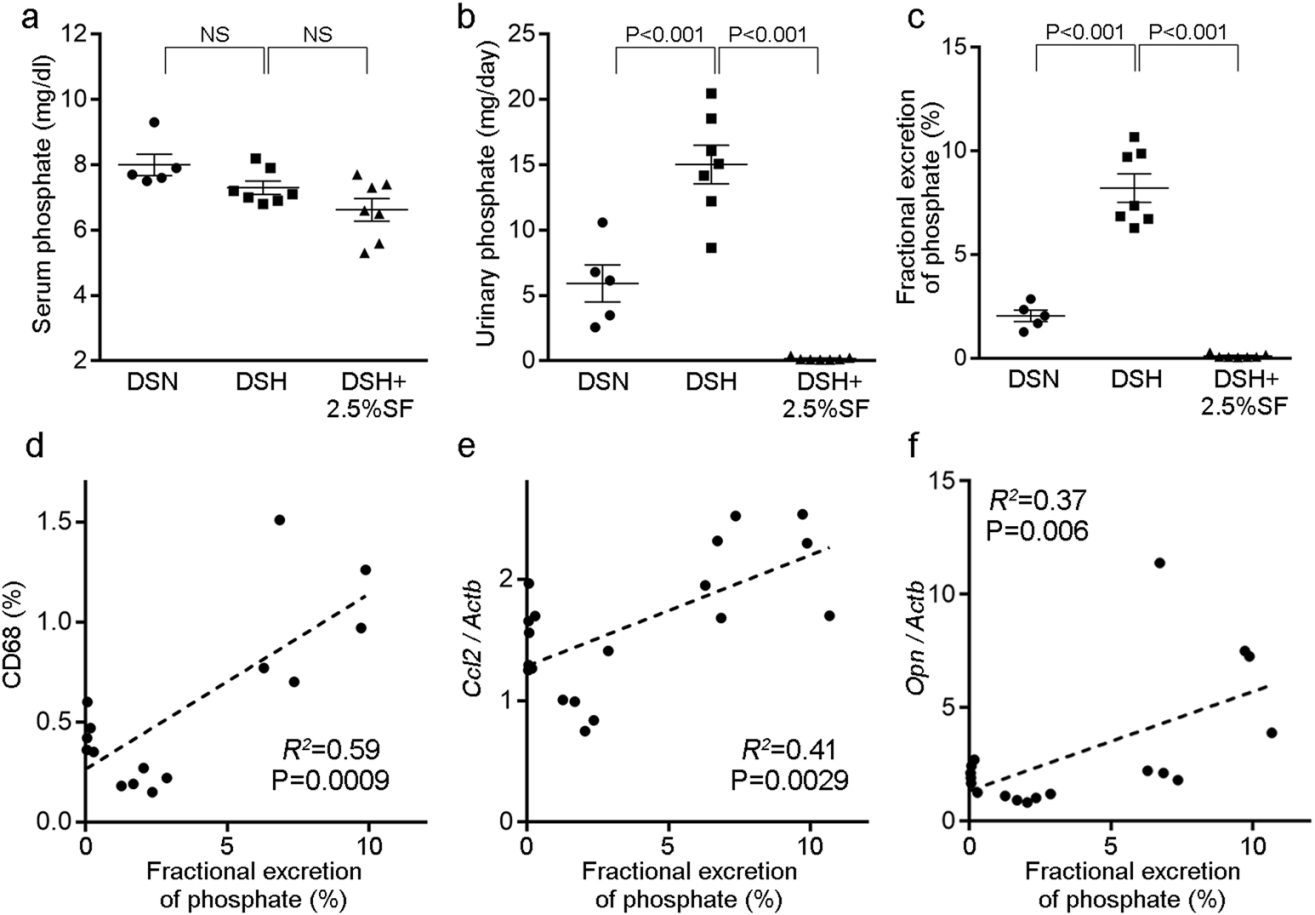
Renal inflammatory markers correlate with fractional excretion of phosphate in Dahl/SS rats. **a**–**c** Serum phosphate levels (**a**), urinary phosphate levels (**b**), and fractional excretion of phosphate (FE_P_) (**c**) in the indicated groups. Data are expressed as mean ± SEM; *n* = 5 or 7 animals per group. NS not significant. **d** Correlation between FE_P_ and CD68-positive areas in the kidney (*n* = 15 animals). **e**, **f** Correlation between FE_P_ and *Ccl2* (**e**) or *Opn* (**f**) expression in the kidney (*n* = 19 animals).

In the plasma, mineral-binding proteins such as fetuin-A binds and sequesters a CaPi nanoparticle, forming a complex (calciprotein particle (CPP)). We additionally evaluated plasma CPP levels^29^. We found that CPP levels were not significantly different among three groups at this stage (Supplementary Fig. 2a). Previous studies demonstrated that plasma CPP correlates with serum phosphate and with calcium–phosphate product^30^. Consistently, we found significant correlation between CPP levels and phosphate levels (*R*^2^ = 0.39; *P* = 0.004) and also between CPP levels and calcium–phosphate product (*R*^2^ = 0.49; *P* = 0.0009) (Supplementary Fig. 2b, c).

To obtain insights into the changes in FE_P_, we also evaluated the levels of phosphaturic hormone FGF-23, parathyroid hormone (PTH), 1,25(OH)_2_D_3_, and Na^+^-dependent phosphate transporters. The difference in PTH and 1,25(OH)_2_D_3_ levels between the DSN and DSH groups were not statistically significant (Table 1). However, we found that FGF-23 levels were significantly increased in DSH rats, which was highly significantly suppressed in DSH+2.5%SF rats (Table 1). FGF-23 levels were significantly correlated with FE_P_ (*R*^2^ = 0.48; *P* = 0.0019), explaining the changes in FE_P_ in this model at least in part. These data indicate that, although phosphate metabolism is dysregulated in our model, serum phosphate levels were kept constant through increased renal phosphate excretion. Given the evidence that chronic kidney injury and phosphaturia can alter full-length, renal Klotho expression levels^29,31^, we evaluated Klotho abundance. We found that the renal Klotho levels were lower in the DSH group than in the DSN group and that these changes were alleviated by SF (Fig. 4a).

**Table 1:** Biological parameters at 4 weeks.

Group	DSN	DSH	DSH+2.5%SF
Ccr (ml/min/100 g)	0.85 ± 0.11	0.65 ± 0.09	0.62 ± 0.03
Body weight (g)	280 ± 5	277 ± 3	259 ± 3^a,b^
ΔBody weight (g)	178 ± 6	176 ± 6	164 ± 5
Serum Na (mmol/l)	143 ± 0.3	141 ± 0.7	141 ± 0.5
Serum Cl (mmol/l)	101 ± 0.9	98 ± 0.9	98 ± 1.4
Serum K (mmol/l)	3.8 ± 0.3	3.5 ± 0.2	3.5 ± 0.3
Serum HCO_3_ (mmol/l)	27.1 ± 1.0	28.9 ± 0.5	28.0 ± 1.0
Hemoglobin (g/dl)	13.8 ± 0.2	12.7 ± 0.9	13.8 ± 0.6
Serum Ca (mg/dl)	10.7 ± 0.2	10.8 ± 0.1	10.8 ± 0.2
Intact PTH (pg/ml)	106.8 ± 8.0	216.2 ± 69.8	44.8 ± 23.6^c^
1,25(OH)2D3 (pg/ml)	467 ± 35	373 ± 34	776 ± 86^a,b^
FGF-23 (pg/ml)	740.9 ± 60.4	1193.0 ± 147.6^d^	371.3 ± 44.1^e^

^a^*P* < 0.01 versus DSN; ^b^*P* < 0.01 versus DSH; ^c^*P* < 0.05 versus DSH; ^d^*P* < 0.05 versus DSN; ^e^*P* < 0.001 versus DSH.

**Fig. 4:**
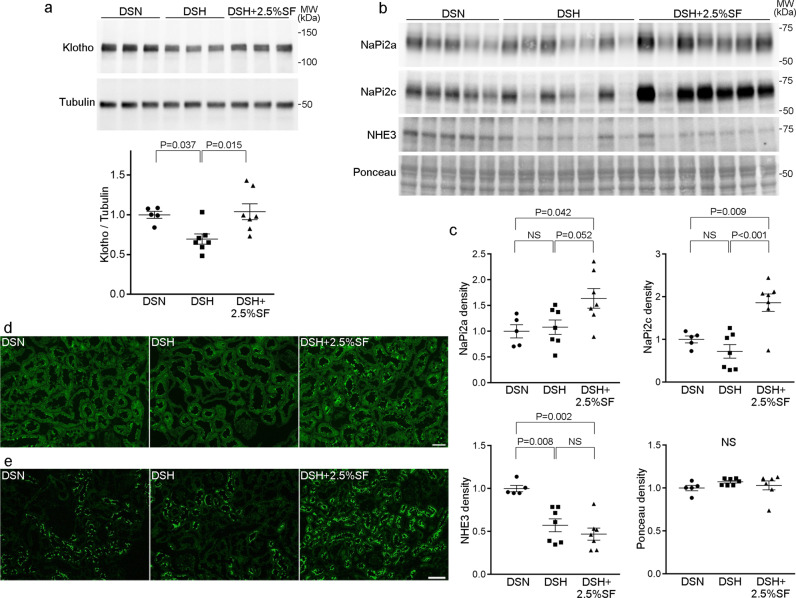
Renal Klotho, NaPi2a, and NaPi2C levels in Dahl/SS rats. **a** Renal Klotho and tubulin levels in DSN, DSH, and DSH+2.5%SF rats. Dot plots show the results of quantitation. **b**, **c** Abundance of NaPi2a, NaPi2c, and NHE3 in the plasma membrane-enriched fraction of the kidney in DSN, DSH, and DSH+2.5%SF rats. Dot plots in **c** show the results of quantitation. **d**, **e** Kidney sections from the indicated rats were stained for NaPi2a (**d**) and NaPi2c (**e**). The apical staining of NaPi2a and NaPi2c was highly increased in DSH+2.5%SF rats. Data are expressed as mean ± SEM; *n* = 5 or 7 animals per group. Bars represent 50 μm in **d**, **e**.

NaPi2a (Npt2a, encoded by *Slc34a1*) and NaPi2c (Npt2c, encoded by *Slc34a3*) are present in the apical membrane of the proximal tubules, regulating Na^+^-dependent phosphate reabsorption in the kidney^3,32^. We next evaluated NaPi2a and NaPi2c abundance in our model. Western blot analysis revealed that both NaPi2a and NaPi2c levels were significantly increased in DSH+2.5%SF rats compared with those in DSN rats (1.6-fold increase and 1.9-fold increase, respectively) (Fig. 4b, c). NaPi2c levels in the DSH group seemed modestly decreased compared with DSN rats, although the difference is not statistically significant (Fig. 4b, c). Consistent with the results of western blotting, IF study demonstrated strong apical staining of NaPi2a and NaPi2c in the kidneys of DSH+2.5%SF rats (Fig. 4d, e). We additionally evaluated the levels of NHE3, a major Na^+^ transporter expressed in proximal tubule cells. In contrast to the findings in NaPi2a and NaPi2c, NHE3 levels in DSH+2.5% rats were significantly suppressed compared with DSN rats (Fig. 4b, c). NHE3 abundance in DSH was also suppressed, to a similar extent as that of the DSH+2.5%SF group (Fig. 4b, c). These data indicate that reduced phosphate intake in DSH+2.5%SF rats results in the upregulation of NaPi transporters in the kidney, thereby suppressing FE_P_ in this group. The changes in NHE3 abundance in DSH and DSH+2.5%SF rats are likely attributable to the increased Na^+^ intake (Fig. 1h) and compensatory decrease in renal Na^+^ reabsorption.

### SF alleviates macrophage infiltration but not hypertrophy in the heart of Dahl/SS rats

The elevation of FGF-23 levels is associated with left ventricular hypertrophy in CKD^3^, and several possibilities have been postulated as the underlying mechanisms^33^. Given the significant changes in FGF-23 levels among the three groups (Table 1), we next performed morphological analysis of the cardiac tissue. Consistent with the high blood pressure in the DSH group, heart weight-to-body weight (HW/BW) ratio was significantly greater in this group than in the DSN group (Fig. 5a). We observed similar increases in HW/BW ratio in the DSH+2.5%SF group (Fig. 5a). Consistently, quantitative evaluation of myofiber cross-sectional areas in wheat germ agglutinin (WGA)-stained sections indicated that the individual myofiber diameter was comparable between the DSH and DSH+2.5%SF groups (Fig. 5b, c). Of interest, however, CD68 staining of the heart revealed that macrophage infiltration in DSH was significantly reduced by SF (60% decrease; *P* = 0.03; Fig. 5d, e). Given that blood pressure levels were similarly increased in DSH and DSH+2.5%SF rats, these data indicate that high blood pressure is the major determinant of cardiac hypertrophy in Dahl/SS rats; however, they also suggest a possible contribution of abnormal phosphate metabolism in cardiac inflammation.

**Fig. 5:**
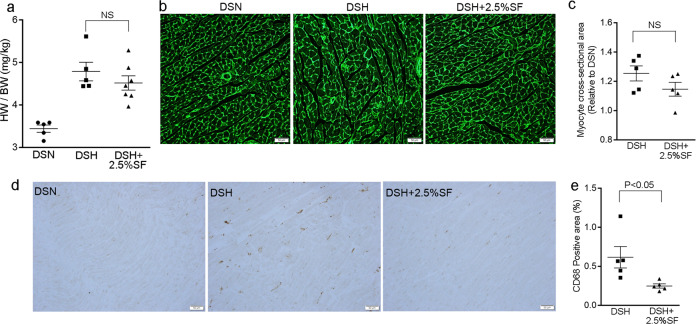
SF ameliorates heart inflammation. **a** Heart weight-to-body weight ratio (HW/BW) in DSN, DSH, and DSH+2.5%SF rats (*n* = 5 or 7 animals per group). **b** Wheat germ agglutinin (WGA) staining for heart cross-sections. **c** Quantitative analysis of the cardiomyocyte cross-sectional area (*n* = 5 animals per group). **d** Immunohistochemical staining for CD68 in the heart of DSN, DSH and DSH+2.5%SF rats. **e** Quantitative analysis of the CD68-positive area in the heart (*n* = 5 animals per group). Infiltration of the CD68-positive macrophages in the heart of DSH rats was significantly ameliorated by SF. Data are expressed as mean ± SEM; NS not significant. Bars represent 50 μm in **b**, **d**.

### Phosphate loading directly induces MCP-1 gene expression in NRK-52E cells

Previous micro-puncture study demonstrated that the phosphate concentrations in tubular fluid can increase in pathological conditions that stimulate phosphaturic hormones such as FGF-23 and PTH^34,35^. Consistently, we found that FE_P_ in DSH was four times higher than in DSN rats, which is, at least in part, explained by the changes in serum FGF-23 levels. To determine whether phosphate loading to renal tubules directly triggers inflammation, we analyzed the effects of inorganic phosphate (Pi) in cell culture.

Previous studies demonstrated that renal tubules can produce chemokine Ccl2 in response to various stimuli^36,37^; however, the effects of phosphate are not known. Using rat proximal tubule cell line, NRK-52E cells, we tested whether phosphate loading increases the expression of *Ccl2*. The cells were incubated with normal (1 mM) or high (~3 mM) Pi medium. Phosphate loading significantly increased the expression of *Ccl2* at 1, 6, and 24 h (Fig. 6). We also tested whether phosphate could induce *Opn*. However, we did not observe significant changes in *Opn* expression in our experimental condition (Supplementary Fig. 3), suggesting that several different mechanisms can act in parallel to mediate the upregulation of proinflammatory factors in renal tubules; urinary phosphate can directly induce *Ccl2* in proximal tubules, whereas *Opn* may be induced in a secondary or more complicated manner, such as the interaction between renal tubules and infiltrating macrophages^38^. In the following cell culture experiments, we focused on the regulation of *Ccl2* expression.

**Fig. 6:**
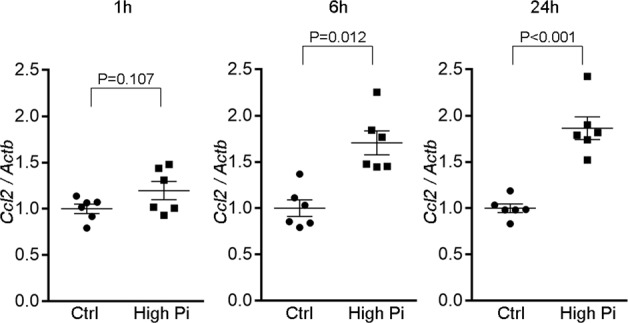
Phosphate loading directly induces *Ccl2* expression in proximal tubule cells. NRK-52E cells, a proximal tubule cell line, were incubated with high inorganic phosphate (Pi) for 1, 6, and 24 h (*n* = 6 per group). Expression levels were normalized to those of *Actb*. Ctrl control; Data are expressed as mean ± SEM.

The induction of *Ccl2* by phosphate loading in proximal tubules can physically be triggered either by Pi entry into the cells through NaPi transporters or by the formation of nanoparticles containing CaPi nanocrystals (CPPs)^1,3^. To dissect the mechanisms, we first knocked down NaPi2a (a major form of renal phosphate transporter in rodent proximal tubules^39^) by RNA interference. The introduction of small interfering RNA (siRNA) targeting NaPi2a successfully reduced the expression of *Slc34a1* (encoding NaPi2a) by 94% (Fig. 7a). Moreover, western blot analysis demonstrated the reduction in NaPi2a protein abundance (Fig. 7b). We also confirmed that the knockdown of NaPi2a did not accompany compensatory increase in NaPi2c (Fig. 7b). However, high Pi exposure for 24 h was still capable of inducing *Ccl2* in the absence of NaPi2a (Fig. 7c).

**Fig. 7:**
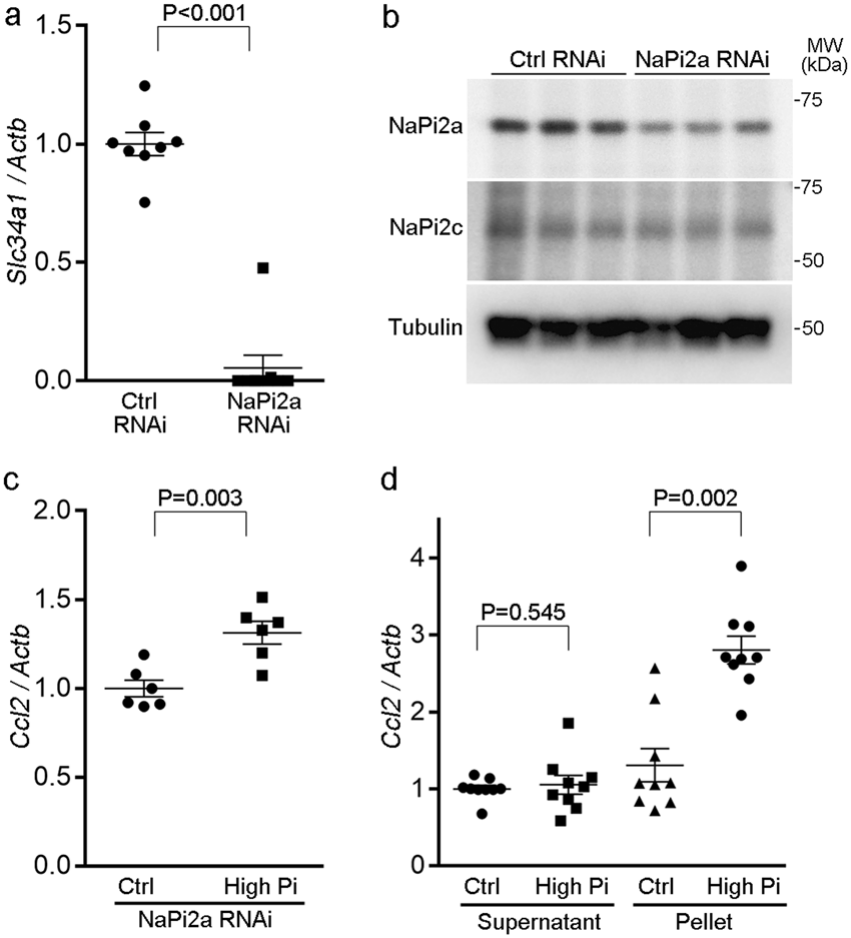
Phosphate-induced nanocrystals, rather than free Pi, enhance *Ccl2* expression in NRK-52E cells. **a**, **b** Knockdown efficiency of siRNA targeting NaPi2a (encoding *Slc34a1*) in NRK-52E cells, as analyzed by quantitative RT-PCR (**a**) (*n* = 8 or 9) and by western blot analysis (**b**). **c** Quantitative analysis of *Ccl2* expression by real-time RT-PCR in the indicated groups. NRK-52E cells were introduced with siRNA targeting NaPi2a or control siRNA. Cells were then incubated with or without Pi for 24 h (*n* = 6). **d** Effect of control or high-Pi medium supernatants or pellet resuspensions (nanocrystals) on *Ccl2* expression after 24 h (*n* = 9). Expression levels were normalized to those of *Actb*. Data are expressed as mean ± SEM.

Next, we isolated CaPi nanocrystals from high-Pi medium by centrifugation^40^ and resuspended them in the control medium for comparison with the supernatant. Control or high-Pi medium was incubated at 37 °C for 3 days and then centrifuged at 16,000 × *g* for 1 h^40^. The pellets (CaPi nanocrystals), resuspended in fresh control medium (pellet resuspensions), and the supernatants were then each used to treat cells and RNA was extracted after 24 h. The high-Pi pellet resuspension significantly induced *Ccl2* expression by 2.8-fold compared with control medium, whereas the high-Pi supernatant did not (Fig. 7d). Taken together, high-Pi-induced nanocrystals, rather than free Pi, can directly induce *Ccl2* in NRK-52E cells.

### Transcriptome analysis reveals a potential role of complement in renal inflammation associated with altered phosphate metabolism in Dahl/SS rats

The above data indicate that the increased phosphate loading to renal tubules promotes chemokine production, facilitating the migration of macrophage to renal tubules. Several lines of evidence indicate that mineral debris in tissues is cleared by macrophages and Kupffer cells^41,42^. It has been shown that macrophages from scavenger receptor-AI/AII (SR-A)-deficient mice have reduced clearance activity of CPP. Nonetheless, the precise mechanisms whereby macrophages efficiently recognize and remove mineral debris remain obscure. To obtain insights into the mechanisms, we finally compared global gene regulatory profiles in vivo in the kidney between DSH rats and DSH+2.5%SF rats by using an unbiased transcriptome analysis. 

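Kidney RNA of Dahl salt-sensitive rats was compared between DSH rats, fed 8% NaCl for 4 weeks, and DSH+2.5%SF rats, fed the same salt and, from 1 week after its start, 25 mg of sucroferric oxyhydroxide, an iron-based phosphate binder, per g of chow. RNA of 3 rats was pooled in each group, and each pool was hybridized to 1 Clariom D rat array, a single-color array whose probe sets cover coding and noncoding transcripts. The sample labels call the pools control and 2.5%SF without naming the salt diet, and the diet is taken from the paper. The deposited values are intensities that the authors computed with RMA, a method that corrects the background, normalizes the arrays to each other and summarizes the probes of each probe set, and they are on a linear scale. They cover 68842 probe sets, with a median intensity of 22.9 in DSH and 23.7 in DSH+2.5%SF. Log2 was taken, and each probe set was described by its log2 ratio of DSH+2.5%SF over DSH and by a Z-score, which is that ratio minus the mean (0.03) divided by the SD (0.34) over all probe sets. The paper gives the thresholds and not how the Z-score was computed. The platform annotation pairs 23446 probe sets with 1 gene symbol, 505 with several and 44891 with none that was used here, and a gene with several probe sets was represented by the brightest of them. With 1 array per group there is no replicate error, no p-value is given, and a difference between the pools cannot be separated from differences among the pooled rats. The spread of the log2 ratios, which holds measurement scatter and differences between the pools, depends on brightness. Its SD was 0.28 at a mean log2 intensity of 3 to 4, 0.47 at 11 to 12 and 0.11 at 19 to 20, close to the highest value. Gene lists written before the data were examined were described by their median log2 ratio and its percentile among 10000 random gene lists of the same size and brightness.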

We performed cDNA microarray analysis using pooled kidney RNAs isolated from three biological replicates in each group. Target genes were screened using *Z*-score criteria ≥ 2.0 or ≤−2.0 and a ratio ≥ 1.5 or ≤0.66, resulting in 543 upregulated and 532 downregulated targets in DSH+2.5% rats (compared with DSH rats). 

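The highest ratios among well-detected genes with their own probe set were those of Ppif, which encodes the mitochondrial matrix protein cyclophilin D, at 3.42-fold higher in DSH+2.5%SF, and of Tmem52b at 3.38-fold higher. Ccr2, the receptor of Ccl2, had an intensity of 426 in DSH and 1365 in DSH+2.5%SF, from a probe set that the array design leaves unmapped. Aoah, an enzyme that inactivates bacterial lipopolysaccharide, was 2.86-fold higher, the lysosomal sialic acid transporter gene Slc17a5 was 2.78-fold higher, and Oxgr1, a receptor for alpha-ketoglutarate, was 2.76-fold higher. Vof16, Rab9a, Cacng5 and Ugt2b35 completed the 10 highest, at 2.68-fold to 3.18-fold. At the other end stood short noncoding RNAs, with the 5S ribosomal RNA gene Rn5s 4.65-fold lower, Snord22 4.35-fold lower and Snora30 2.80-fold lower. Igfbp4, which encodes a binding protein of insulin-like growth factors, was 2.96-fold lower, and Cldn4, which encodes a tight junction protein, was 2.73-fold lower. The complement genes C4b and C4a were also among the 10 lowest, as were Dlg5l6, Akr1b8-ps2 and Or5b95. These genes were taken by rule from 108 higher and 189 lower genes that passed both criteria and exceeded the 75th percentile of all intensities, 83.8, in at least 1 pool. Over the whole table, 1921 probe sets were higher and 1515 lower by the Z-score and ratio criteria. Probe sets with 1 gene symbol made up 264 of the higher and 340 of the lower ones. Below the 75th percentile in both pools were 57.7% of the higher and 58.5% of the lower ones, against 73.9% of all probe sets, and below the median in both pools 17.3% and 20.7%, against 46.8%.

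**Figure D1:**
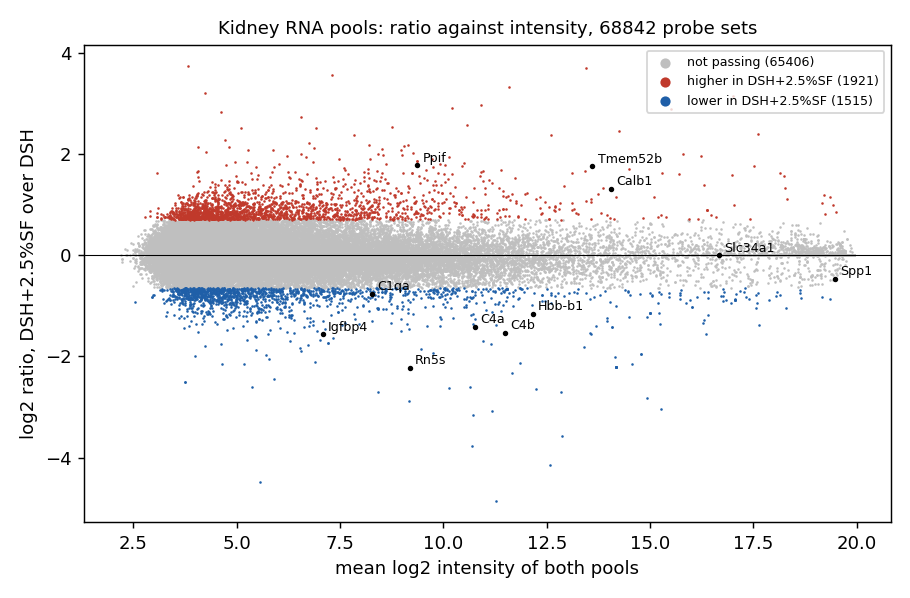
Log2 ratio of DSH+2.5%SF over DSH (vertical axis) against the mean log2 intensity of both pools (horizontal axis) for 68842 probe sets, 1 array per group. Red points (1921) and blue points (1515) passed the Z-score and ratio criteria, gray points did not, and black points are named genes. Slc34a1 and Spp1 lie near the top of the intensity range.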

We then performed Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis to determine pathways in the kidneys that are affected. These analyses identified five pathways that were downregulated by SF with a *P* value of <0.05. 

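The genes that Table 2 lists under these pathways were lower in DSH+2.5%SF wherever they could be found on the array. Of the 15 genes listed under systemic lupus erythematosus, 8 had a named probe set, all 8 were lower, and 6 passed the Z-score and ratio criteria. Of the 12 listed under alcoholism, all of them histone genes, 5 were found, 5 were lower and 3 passed. All 6 genes listed under malaria and all 5 listed under African trypanosomiasis, the adhesion molecule gene Icam1 and the beta-globin genes among them, were lower and passed. Because the paper chose these genes on the same pools, the tally is not independent evidence of their direction. The KEGG enrichment itself was not repeated, since no KEGG annotation was used here.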

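Olfactory receptor genes went both ways. Of 76 genes with symbols starting in Olr, 3 were higher and 3 were lower by the criteria, and their median log2 ratio was 0.05 (percentile 76.3 among random lists). Olr271-ps1 was 2.56-fold lower and Olr1400 1.75-fold lower, Olr164 had a log2 ratio of −0.79, and Olr1049 was 1.73-fold higher. All 4 of these were dim, with intensities of 28.4 or less in both pools. With symbols of the newer naming style, starting in Or, added after the data were seen, 1128 genes were counted. Of these, 26 were higher and 40 were lower by the criteria. Both are larger shares than the 241 higher and 301 lower of all 22093 gene symbols. The median log2 ratio of this wider list was 0 (percentile 5.66). Of 148 vomeronasal receptor genes, another large sensory receptor family, 9 were higher and 2 were lower by the criteria. Their median log2 ratio was 0 (percentile 17.2), with 69 genes above 0 and 72 below it.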

Among the identified pathways, we excluded olfactory transduction because this pathway is likely to be picked up by chance due to abundance of the genes included in the pathway in rats.

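Of the 21 different genes of Table 2, 14 had a named probe set, and 12 of these passed the criteria for a lower level in DSH+2.5%SF, under a tally that counts the brightest probe set of each gene. LOC498276, which the current annotation names Fcgr2al1, a relative of the Fc gamma receptors that bind immunoglobulin G, fell from an intensity of 209 in DSH to 131 in DSH+2.5%SF, and did not pass with the Z-score computed among probe sets of similar brightness (−1.72). Symbols of the LOC form were matched to the annotation through the Entrez number they carry, a rule set after the annotation was seen. The other 7 genes, all histones, had no probe set under the symbols used here. With that Z-score, 6 of the 14 passed, and with a ratio of at most 0.5, 2 passed.

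**Figure D2:**
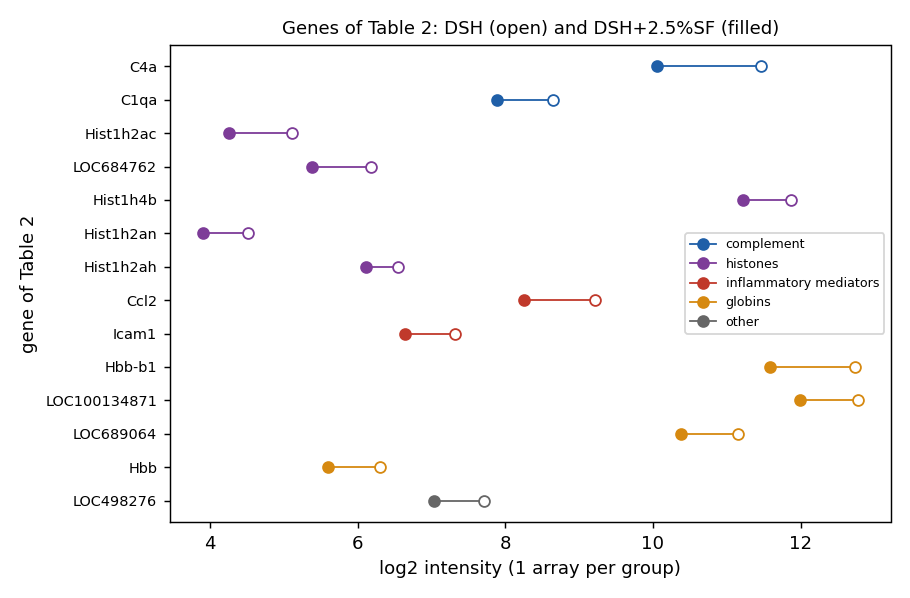
Log2 intensity (horizontal axis) of the 14 genes of Table 2 with a named probe set (vertical axis), 1 array per group. Open circles are DSH, filled circles are DSH+2.5%SF, and colors mark the gene groups. In all 14 the filled circle lies to the left of the open one.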

The identified four pathways are shown in Table 2, which includes systemic lupus erythematosus, alcoholism, malaria, and African trypanosomiasis. 

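Ccl2, the chemokine that attracts monocytes, had an intensity of 595 in DSH and 305 in DSH+2.5%SF, a 1.95-fold lower level. Icam1, through which leukocytes attach to endothelium, was 1.60-fold lower (Z-score −2.09) and did not pass with the Z-score computed among probe sets of similar brightness (−1.77). They were the 2 of 25 measured chemokine, cytokine and adhesion molecule genes that passed, and none was higher by the criteria. Vcam1, another leukocyte adhesion molecule gene, had a log2 ratio of −0.48. The median of the list was −0.09 (percentile 7.86), inside the central 95% of random lists. Among the other immune lists, none of 15 T and NK cell markers, of 10 MHC class II genes and of 14 neutrophil and mast cell markers passed, 1 of 15 interferon response genes did (Ifi27), and 1 of 7 B and plasma cell markers did (Cd79a, 1.58-fold lower, a call lost with the brightness-dependent Z-score at −1.73). The neutrophil and mast cell list and the interferon list had medians below the central 95% of random lists.

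**Figure D3:**
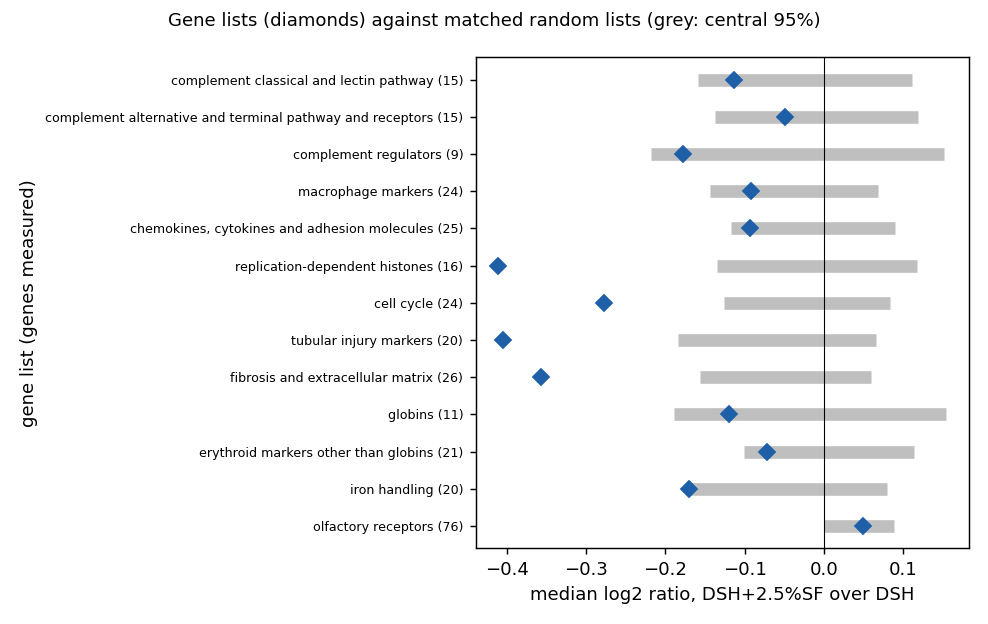
Median log2 ratio of DSH+2.5%SF over DSH (horizontal axis) of 13 gene lists (vertical axis, with the number of genes measured), 1 array per group. Diamonds are the lists, and gray bars span the central 95% of the medians of 10000 random lists of the same size and brightness. Histones, cell cycle, tubular injury, and fibrosis and extracellular matrix lists lie to the left of their bars.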

A closer look at the identified gene list revealed that these genes can be classified into four groups: complement component genes, histone genes, genes encoding inflammatory mediators, and genes involved in erythropoiesis. The changes in histone genes (*Hist1h2ac*, *Hist2h2ab*, etc.) likely reflect the secondary tissue regeneration process in response to renal inflammation and damage. 

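Most histone genes and most genes of dividing cells did not pass the criteria, and the medians of both lists were below 0. Of 16 measured replication-dependent histone genes under their older symbols, 4 were lower by the criteria, none was higher, and the median log2 ratio was −0.41, below all 10000 random lists. Hist1h2ac was 1.80-fold lower, at intensities of 34.6 and 19.2, and LOC684762, annotated now as H3c13, had a log2 ratio of −0.81. Hist2h2aa2 and Hist2h3c2 were 1.71-fold and 1.60-fold lower, and the brightest probe set of Hist1h4b was 1.58-fold lower. These 3 calls were lost with the Z-score computed among probe sets of similar brightness, at −1.89, −1.61 and −1.35. Hist1h2an had a Z-score of −1.90, and the brightest probe set of Hist1h2ah had a log2 ratio of −0.42, so that neither passed. With newer symbols added after the data were seen, 8 of 29 histone genes were lower and none was higher, led by H2ac4 at 2.45-fold lower. Several histone genes are near-identical in sequence, and their probe sets may share transcripts. Of 24 cell cycle genes, 3 were lower, none was higher, and the median was −0.28, again below all 10000 random lists. Mki67, the gene of the proliferation marker Ki-67, was 2.08-fold lower, and Ccnb2 and Top2a, a mitotic cyclin and a DNA topoisomerase, were each 1.81-fold lower.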

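The 4 beta-globin genes of Table 2 were each lower in DSH+2.5%SF. Hbb-b1 had an intensity of 6832 in DSH and 3063 in DSH+2.5%SF, 2.23-fold lower on its brighter probe set, and a log2 ratio of −0.33 on its other one, which did not pass. LOC100134871 and LOC689064, annotated now as Hbbl1 and Hbb-bs, were each 1.72-fold lower, the latter 2.20-fold on its dimmer probe set, which also passed, and Hbb was 1.63-fold lower at a much dimmer level of 79.0 and 48.6. The alpha-globin gene Hba-a1 was listed at the same intensity of 184160 in both pools, and Hba-a3 had a log2 ratio of −0.35. The array design leaves the brighter probe sets of Hbb-b1 and Hbb-bs unmapped, globin genes are close copies of each other, and signals of their probe sets may not be separate. None of 21 other erythroid genes passed the criteria, with a median log2 ratio of −0.07 (percentile 6.76). Slc4a1, the anion exchanger gene of red cells and of intercalated cells, had a log2 ratio of −0.47. Of 20 genes of iron handling, 1 was lower by the criteria, the heme oxygenase gene Hmox1 at 1.68-fold. The median of the iron list was −0.17 (percentile 2.71). Of the 4 beta-globin genes, Hbb-b1 kept its call with the Z-score computed among probe sets of similar brightness (−2.46). The other 3 did not, at −1.52 to −1.94.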

The changes in hemoglobin genes (*Hbb* and *Hbb-b1*) can be explained by the fact that SF contains Fe, which may affect erythropoiesis; however, we found that hemoglobin levels were not significantly different (Table 1).

**Table 2:** KEGG pathways downregulated in the kidney by SF.

Term	Count	Gene	P-value
Systemic lupus erythematosus	15	HIST1H2AC, RGD1564447, C4A, LOC498276, LOC102551184, LOC682330, LOC684762, C1QA, HIST2H2AB, HIST1H4B, LOC690131, HIST1H2AH, HIST1H2AK, HIST3H2A, HIST1H2AN	3.50E−07
Alcoholism	12	HIST1H2AC, HIST2H2AB, RGD1564447, HIST1H4B, HIST1H2AH, LOC690131, LOC102551184, HIST3H2A, HIST1H2AK, LOC682330, LOC684762, HIST1H2AN	8.10E−04
Malaria	6	ICAM1, CCL2, LOC100134871, LOC689064, HBB-B1, HBB	6.50E−03
African trypanosomiasis	5	ICAM1, LOC100134871, LOC689064, HBB-B1, HBB	6.90E−03

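C4b and C4a, the neighboring genes of complement component C4, stood out among the complement genes. C4b was 2.89-fold lower, from an intensity of 4897 in DSH to 1694 in DSH+2.5%SF, and C4a was 2.66-fold lower, from 2825 to 1063. They are close paralogs, so that their probe sets may read the same transcripts. C1qa, which encodes the A chain of C1q, was 1.69-fold lower, from 401 to 236, with a Z-score of −2.34. That call was lost with the Z-score computed among probe sets of similar brightness (−1.83). These were the 3 of 15 measured genes of the classical and lectin pathways that passed, and none was higher by the criteria. C3, on which the complement pathways converge, had a log2 ratio of −0.49. The median of the list was −0.11 (percentile 9.17), inside the central 95% of random lists.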

Among the identified genes, we noted with interest that genes encoding complement components were downregulated by SF. Besides classical roles in binding immune complex, accumulating data indicate that C1q recognizes and opsonizes debris such as oxLDL and amyloid-β protein^43–45^. Moreover, a recent study showed that C1q is a key component of CPPs formed in vivo^46^. Given the evidence, we evaluated tissue C1q levels in the kidney by western blot analysis. Consistent with the microarray data, we found that C1q protein levels were significantly lower in DSH+2.5%SF rats than in DSH rats (59% decrease; *P* = 0.008; Fig. 8a). IF study revealed that C1q was mainly observed in the tubulointerstitium, likely infiltrating macrophages, in DSH rats, which was attenuated in DSH+2.5%SF rats (Fig. 8b). These data demonstrate a potential role of the complement in the renal inflammation associated with the latent phosphate accumulation.

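In the same kidney pools, few complement genes other than C4b, C4a and C1qa passed the criteria. C1qb and C1qc, which encode the remaining chains of C1q and were picked out after their values were seen, had log2 ratios of 0.09 and −0.08 and were dim, with intensities of 75.9 or less. Of 15 genes of the alternative and terminal pathways and complement receptors, C3ar1, the receptor of C3a, was 1.73-fold higher and C8g was 1.65-fold higher, and none was lower by the criteria. Both calls were lost with the Z-score computed among probe sets of similar brightness, at 1.94 and 1.93. None of 9 complement regulators passed, and Cfi, the protease that cleaves C3b and C4b, had a log2 ratio of −0.57. Of 24 macrophage markers, 1 was higher (Ccr2) and none was lower by the criteria, and the list had a median of −0.09 (percentile 15.9). Among the 12 of them that reached the 75th percentile of intensity, a selection made after the data were seen, 8 were lower and the median was −0.23. Cd68 was at 271 in DSH and 294 in DSH+2.5%SF, and Adgre1, the gene of F4/80, had a log2 ratio of −0.51. From the lower complement genes on the arrays together with its western blots and immunofluorescence of C1q (Fig. 8), the paper concludes that complement has a potential role in the renal inflammation.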

**Fig. 8:**
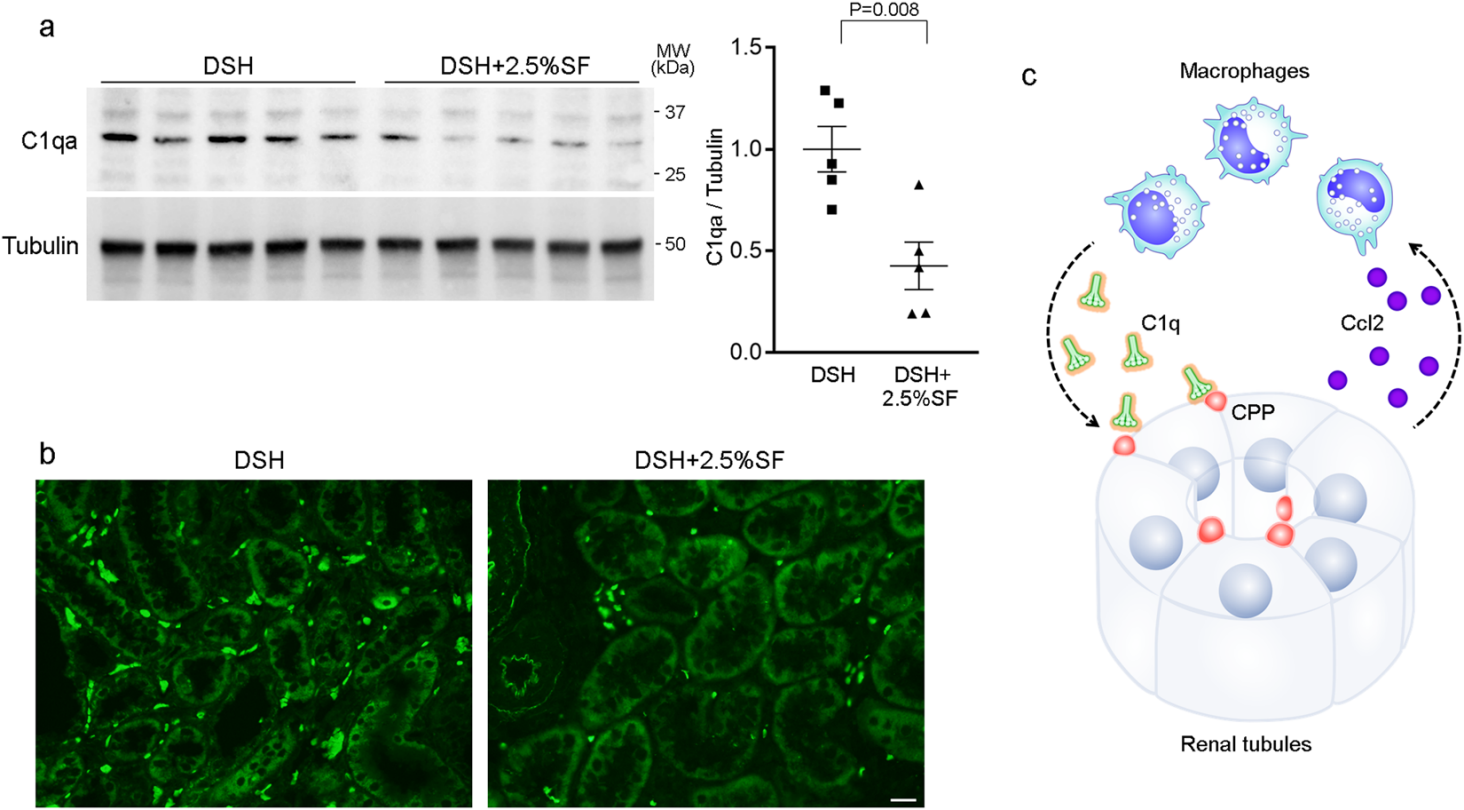
Possible involvement of complement in phosphate-mediated renal inflammation. **a** Renal levels of C1qa (upper panel) and tubulin (lower panel) were compared by western blotting between the DSH and DSH+2.5%SF groups. Dot plots show the results of quantitation. **b** Immunofluorescence study for C1qa in the indicated animals. Bars represent 20 μm. **c** A proposed model linking disturbed phosphate metabolism and tissue inflammation. Increased phosphate loading to renal tubules induces chemokine production including *Ccl2* in renal tubules likely through the formation of CaPi nanoparticles, thereby facilitating macrophage migration. Infiltrated macrophages not only contribute to the clearance of CaPi nanoparticle through complement-mediated opsonization but also cause renal inflammation. Data are expressed as mean ± SEM; *n* = 5 animals per group.

## Discussion

We here demonstrated that phosphate metabolism is dysregulated in Dahl/SS rats from an early stage, which contributes to the progression of kidney injury in this model. Although FGF-23 prevents the elevation of serum phosphate by increasing FE_P_, clinical studies suggested that its elevation in CKD is also associated with the decline in kidney function^2,4–6^. In the Mild to Moderate Kidney Disease study, FGF-23 predicted the progression of CKD independently of other factors, such as glomerular filtration rate (GFR), phosphate, and PTH^4^. Similarly, in the Chronic Renal Insufficiency Cohort study cohort, higher FGF-23 levels independently associated with greater risk of ESRD among participants with estimated GFR ≥ 30 ml/min/1.73 m^2 ^^5^. In participants of the community-based atherosclerosis Risk in Communities study, higher FGF-23 levels were shown to associate with increased risk of incident ESRD, independent of the baseline kidney function and other risk factors^6^. The current study is consistent with these reports and provides mechanistic insights into the association between FGF-23 and CKD progression. Because FGF-23 suppresses phosphate reabsorption in the kidney, its elevation results in the exposure of renal tubule cells to higher levels of phosphate, potentially promoting tissue inflammation.

We speculate phosphate itself or phosphate-containing factors such as CPPs in the urine contributed to the renal injury in our model. In the extracellular fluid, mineral-binding proteins such as fetuin-A adsorbs calcium phosphate nanocrystals to form CPPs, preventing growing into large crystals and precipitation^1,3^. Although these particles serve as a defense mechanism to prevent ectopic calcification, accumulating data suggest that CPPs can act as bioactive ligands that modify cellular function^29,40,42,46^. It has also been suggested that phosphaturia induced by FGF-23 exposes tubular cells to inappropriately high levels of phosphate, inducing tubular injury^2^. In Dahl/SS rats, serum phosphate levels were not elevated and were similar between the DSN and DSH groups. Consistently, plasma CPP levels were also similar among groups; however, latent phosphate accumulation in the DSH group was indicated by the marked increase in FE_P_ in this group. Furthermore, the degree of renal inflammation was well correlated with FE_P_ across the groups. Importantly, restricting intestinal phosphate absorption using SF suppressed FE_P_, attenuating renal inflammation and albuminuria (Figs. 1 and 2). Using proximal tubule cell line, moreover, we showed that phosphate loading to renal tubules directly induced *Ccl2* that was abolished by removing the calcium phosphate nanoparticles by centrifugation but not by the knockdown of NaPi2a transporter (Figs. 6 and 7). As reported previously, renal tubule cells are capable of producing Ccl2, and its elevation and binding to the cognitive receptor C-C chemokine receptor type 2 (CCR2) promote sustained inflammation and fibrosis through the cross-talk between damaged tubules and macrophages^47–49^. These data provide experimental evidence for the pathological importance of urinary phosphate and CPP in chronic kidney injury. Nonetheless, we did not directly determine CPP levels in the urine at the proximal tubules and distribution of CCR2 in the kidney, which requires future evaluation.

In CKD-mineral and bone disorder, several other factors have previously been implicated in the pathogenesis of cardiovascular and kidney injury that may potentially explain our observation. First, the elevation of phosphate and phosphate–calcium product could facilitate tissue damage through ectopic calcification. Indeed, the association of hyperphosphatemia with CKD progression is more pronounced in patients with high serum calcium levels, suggesting the role of ectopic calcification as the underlying mechanism^50^. Consistently, excessive phosphate intake induces nephropathy characterized by diffuse calcium–phosphate deposits in animal models^51^ and in humans^52,53^. However, we used a normal phosphorus diet throughout the experiment to prevent the occurrence of hyperphosphatemia and observed neither the increase in serum phosphate levels nor renal calcification in our model. Second, vitamin D might also play a role. Previous experimental studies suggested that the active form of vitamin D, 1,25(OH)_2_D_3_, can be protective against renal dysfunction through its anti-proliferative actions^54,55^. In our study, however, 1,25(OH)_2_D_3_ levels were not significantly different between the DSN and DSH groups. Third, direct toxic effects of FGF-23 have been reported in cardiovascular systems and in other cells outside the kidney^56,57^. Although we may not exclude the possibility that FGF-23 had direct injurious effects, our cell culture experiments clearly point to the importance of phosphate-containing factors in the pathogenesis.

In this study, we found that FGF-23 levels were suppressed in the DSH+2.5%SF group; however, HW/BW ratio was similarly increased in DSH and DSH+2.5%SF rats. The lack of effects on cardiac hypertrophy was confirmed by the evaluation of individual myofibril diameter. In contrast, macrophage infiltration was partially but significantly attenuated in DSH+2.5%SF rats (Fig. 5). The molecular mechanisms whereby SF attenuated cardiac inflammation is unclear but supports the importance of phosphate metabolism in cardio-renal interaction in Dahl/SS rats. As for cardiac remodeling, our data suggest that the elevation in blood pressure, but not FGF-23, plays a predominant role in cardiac hypertrophy in Dahl/SS rats, at least at an early stage. Given the evidence that the elevation of FGF-23 levels is associated with left ventricular hypertrophy^3^, however, the role of FGF-23 in cardiac remodeling at a later stage in this model needs further evaluation.

Another interesting observation in our study is that urinary phosphate excretion was highly induced by NaCl loading in Dahl/SS rats (Fig. 3b). This observation is in part explained by the significant increase in FGF-23 (Table 1) in response to modest reduction in glomerular filtration rate in the DSH group. However, given the magnitude of the effect (total urinary phosphate levels were higher in DSH than in DSN), it is likely that other mechanisms co-exist. Interestingly, a recent study reported that urinary phosphate excretion is profoundly increased in mice on a high-NaCl diet^58^, and neither FGF-23 nor PTH was altered by the diet in this acute-phase study. These data suggest that high salt intake can influence renal phosphate handling in both FGF-23-dependent and FGF-23-independent manners, although further studies are required to delineate the mechanisms. The current study demonstrates that the injurious effects of high salt intake are in part mediated by the altered phosphate metabolism in salt-sensitive hypertension.

As a potential mediator of macrophage infiltration associated with urinary phosphate, we found that C1q levels were increased in the DSH group compared with the DSH+2.5%SF group (Fig. 8). CPPs in the circulation have been shown to be cleared by macrophages through scavenger receptor-A^41^. Of note, a recent study showed that CPPs formed in vivo contain complement components including C1q^46^, suggesting the possibility that CPPs are opsonized with complement. The classical function of complement is to bind immune complexes, promoting the recognition and elimination of pathogens. Besides bacterial clearance, however, accumulating studies demonstrated that C1q can bind debris such as oxidized lipoproteins^43,45^, apoptotic cells^59^, and β-amyloid protein^44,60^, all of which are implicated in disease processes. In addition, aberrant C1q activity is associated with aging-related phenotypes^61^, a similar finding to that of abnormal phosphate metabolism^62^. Based on these data, we speculate that phosphate loading to renal tubules stimulates chemokine production such as Ccl2, promoting macrophage migration and complement induction (Fig. 8c). Although this process facilitates the clearance of phosphate-containing nanoparticles, it may result in renal inflammation, contributing to the progression of kidney disease.

There are several potential limitations in our study. Although we observed a profound increase in urinary phosphate levels in DSH rats, the mechanisms whereby high salt loading facilitates phosphaturia in salt-sensitive hypertension need further evaluation. We also acknowledge that microarray analysis was performed in limited samples. Despite these limitations, the current study clearly demonstrates that increased phosphaturia promotes inflammation and kidney injury from an early stage of salt-sensitive hypertension. Our data suggest that interventions against subclinical phosphate accumulation may improve the prognosis of hypertensive kidney disease.

## Methods

### Animal studies

Animal procedures were approved by the Teikyo University Ethics Committee for Animal Experiments (#15-027 and #20-007) and were conducted in accordance with the guidelines of Teikyo University. Male Dahl/SS hypertensive rats at 3 weeks of age were obtained from SLC (Tokyo, Japan). Dahl/SS rats received a standard chow (AIN-93G, which contained 0.5% of calcium, 0.3% of phosphorus, and 0.3% NaCl) served as a control (DSN). High-salt group received AIN-93G with 8% NaCl (DSH). The dose of high salt was determined based on our previous experiments^18^. A subgroup of DSH rats received SF (25 mg/g chow; DSH+2.5%SF) from 1 week after the beginning of DSH diet. We chose the dose because SF at 25 mg/g significantly reduced urinary phosphate without affecting serum phosphate levels, sodium intake, or weight gain in Dahl/SS rats (Table 1); serum phosphate levels were lower and weight gain was less at a higher dose. At the indicated periods, urine was collected for 24 h by using individual metabolic cages (Natsume KN-646, Japan).

Blood pressure was measured using volumetric pressure recording (CODA non-invasive Blood Pressure System; Kent Scientific, USA)^63^. This method has been validated to provide accurate blood pressure measurement and highly correlates with telemetry method^64^. To minimize the influence of diurnal variation, blood pressure was measured approximately at the same time in the afternoon. For each rat, we measured blood pressure values for 3 consecutive days to train the rats and calculated the mean ± SEM of ≥15 recordings.

At 4 weeks, animals were euthanized under anesthesia of inhaled isoflurane. After overnight fasting, blood samples were obtained by vena cava puncture. Kidneys and heart were removed, snap-frozen, and stored at −80 °C until use. Urinary albumin levels were measured by enzyme-linked immunosorbent assay (ELISA; SRL, Japan). Serum and urinary levels of electrolyte concentrations were measured by ion-selective electrode methods. Hemoglobin levels were measured by iSTAT blood gas analyzer (Abbott, USA). Serum intact PTH levels were measured by ELISA (Immutopics, USA). Serum intact FGF-23 levels were measured using the ELISA Kit (Kainos, Japan).

### Histology

For morphological evaluations, Methyl Carnoy’s solution-fixed, paraffin-embedded sections (1 μm) were stained with PAS reagent, and the degrees of glomerulosclerosis and tubulointerstitial injury were semiquantitatively analyzed in accordance with previous reports^19,65^. Glomerulosclerosis was defined as disappearance of cellular elements from the tuft, capillary loop collapse, and folding of the glomerular basement membrane with accumulation of amorphous material. The grades were 0, 0%; I, 1–25%; II, 26–50%; III, 51–75%; and IV, 76–100% of glomeruli involved. The glomerulosclerosis score was calculated as (1 × % grade I) + (2 × % grade II) + (3 × % grade III) + (4 × % grade IV). For each rat, 50 glomeruli were randomly analyzed. Tubulointerstitial injury was defined as tubular cast formation, tubular atrophy, or thickening of tubular basement membrane. The areas of the injured tubulointerstitium were calculated digitally using an image analysis program (ImageJ, 1.49v, National institutes of Health, USA), and the difference of quantified histological data between the DSH and DSH+2.5%SF groups was analyzed by unpaired *t* test (for tubulointerstitial injury area) or by Mann Whitney *U* test (for glomerulosclerosis score).

### Immunohistochemistry, IF staining, and quantification

Tissues were fixed in 4% paraformaldehyde for 4 h at 4 °C. Tissues were then incubated in 30% sucrose in phosphate-buffered saline overnight at 4 °C, mounted in OTC (Tissue-Tek), and were frozen until use. After blocking with Protein Block (DAKO, Denmark), cryosections (0.2 μm thick) were stained with the indicated primary antibodies and affinity-purified secondary antibodies-conjugated horseradish peroxidase (DAKO). Primary antibodies used included antibodies against CD68 (1:25, Serotec, UK), osteopontin (1:250, Developmental Studies Hybridoma Bank, USA), desmin (ready-to-use, DAKO)^18^, Ccl2 (1:100, Novus Biologicals), and C1qa (1:1000, Abcam, UK). For Quantification of CD68, at least 30 pictures at ×20 magnification for each rat were taken followed by digital quantification using the image analysis program (ImageJ, 1.49v, National institutes of Health, USA) and expressed as percentage of positively stained area. To quantify desmin in the glomeruli, at least 50 glomeruli at ×40 magnification were randomly selected from each rat. The ratio of pixels in the desmin-positive area per glomerulus was calculated using ImageJ.

IF study was performed on cryosections of the kidneys using antibodies against NHE3 (1:100, Abcam), NaPi2a (1:1000)^66^, NaPi2c (1:1000)^66^, CD68 (1:25, Serotec), and osteopontin (1:250, Developmental Studies Hybridoma Bank). Cryosections of the heart was stained with WGA (1:1000, Abcam, Cambridge, UK). Area of transversely cut muscle fibers was measured by ImageJ and GNU Image Manipulation Program 2.10.8 and averaged after determining in ten high-power fields.

### Western blotting

Kidneys were homogenized in buffer containing 10 mM Tris-HCl (pH 7.8), 1% Triton X, 150 mM NaCl, 1 mM EDTA, protease inhibitor cocktail (Roche), and phosphatase inhibitor (Sigma). The abundance of NaPi2a, NaPi2c, and NHE3 was analyzed in plasma membrane-enriched fraction that was purified from total kidneys using the Plasma Membrane Isolation Kit (Minute, Invent Biotechnologies, USA). Enrichment of plasma membrane proteins was validated in our previous studies^63,67^. Equal amounts of protein were mixed with Laemmli sample buffer, boiled for 5 min (or incubated at room temperature for membrane proteins), separated on polyacrylamide gel, and transferred to polyvinylidene difluoride membrane. The membrane was incubated with primary and peroxidase-conjugated secondary antibodies, followed by imaging using ECL reagents (Perkin Elmer, USA). Tubulin (1:2000, Sigma) and Ponceau S staining were used to ensure equal loading and transfer of different samples. We used monoclonal antibody against Klotho (1:500, KM2119, Trans Genic, Japan)^29^ and antibodies against C1qa (1:5000, ab189922, Abcam, UK), NaPi2a (1:1000, NPT27A, alpha-Diagnostics, USA), NaPi2c (1:7500)^66^, and NHE3 (1:1000, 3H3, Millipore). Original images of the blots are shown in Supplementary Fig. 4.

### Measurement of plasma CPP

Plasma levels of CPPs were measured in accordance with Miura et al.^30^. Plasma (5 μl) was added to 45 μl of Dulbecco’s modified Eagle’s medium (DMEM) containing 100 mM HEPES (pH 8.0) supplemented with 0.5 μM OsteoSense 680EX (PerkinElmer) and incubated at 25 °C for 60 min. The mixture was then applied to a gel-filtration spin column (Bio-rad, molecular weight cut-off 40 kDa) and centrifuged at 1000 × *g* for 2 min. The flow-through fraction was diluted with the same volume of 2% sodium dodecyl sulfate and 100 mM EDTA. The fluorescence intensity of OsteoSense was quantified using an infrared fluorescence scanner.

### Cell culture and phosphate loading

NRK-52E cells (obtained from American Type Culture Collection, VA) were cultured in DMEM (Thermo Fisher Scientific, USA) supplemented with 10% heat-inactivated fetal bovine serum (FBS). When indicated, Pi concentration in the media containing FBS was increased using 0.5 mol/l sodium phosphate, pH 7.4 (a mixture of NaH_2_PO_4_ and Na_2_HPO_4_). Basal DMEM with 10% FBS contains ~1.0 mmol/l Pi. Unless otherwise stated in the results, “high-Pi” medium refers to a medium with an additional 2 mmol/l Pi (~3 mmol/l final). The dose was based on previous studies that test the effects of phosphate loading in cell culture^40,68,69^ and also based on our observation that urinary phosphate levels were several times higher in DSH than in DSN.

### RNAi studies

NRK-52E cells were plated in 6-well plates (100,000 per well). After 24 h, *Slc34a1* RNAi encoding NaPi2a (which is a major form of renal phosphate transporter in rodents)^39^ or control RNAi (both from Dharmacon, On-Target plus, USA) was introduced by using TransIT-X2 reagent. Specificity of siRNA is validated by vendor and is further confirmed in the present study. siRNA (5 μl of 20 μM concentration) and TransIT-X2 reagent (10 μl) were mixed in Opti-MEM (250 μl). After 30 min of incubation, the mixture was added to 2.5 ml of the cell culture medium. After another 24 h, cells were then incubated in DMEM containing different concentrations of Pi as indicated.

### RNA extraction and quantitative RT-PCR

RNA was extracted using the RNeasy Kit (Qiagen, USA). The cDNA was synthesized from 1 μg of total RNA using the High Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific). TaqMan gene expression assays (Thermo Fisher Scientific) were used for the quantitative RT-PCR analysis. Gene expression was quantitatively analyzed by real-time RT-PCR using 7500 Fast Real-time PCR System (Applied Biosystems). Relative quantification was accomplished with measurement of the threshold cycle and use of the standard curve. The expression levels of the target genes were normalized to those of *Actb*.

### Microarray analysis

Total RNA was isolated from the whole kidney as described above. cDNA microarray analysis was performed at Cell Innovator (Fukuoka, Japan). The cRNA was amplified, labeled with total RNA using the GeneChip™ WT PLUS Reagent Kit (Thermo Fisher), and hybridized to Thermo Fisher Scientific Clariom™ D Assay according to the manufacturer’s instructions. All hybridized microarrays were scanned by an Affymetrix scanner. Relative hybridization intensities and background hybridization values were calculated using Thermo Fisher Expression Console™. Target genes were selected with *Z*-score criteria ≥ 2.0 or ≤−2.0 and a ratio ≥ 1.5 or ≤0.66, followed by KEGG pathway analysis.

### Statistics and reproducibility

The data are summarized as mean ± SEM. GraphPad Prism software, version 7.05 (GraphPad Software Inc.) was used for statistical analyses. Unpaired *t* test was used for comparisons between two groups. Non-parametric data were analyzed by Mann–Whitney *U* test. For multiple comparisons, statistical analysis was performed by analysis of variance followed by Tukey post hoc tests. Correlation between parameters was analyzed by Pearson’s correlation test. A *P* value < 0.05 (two sided) was considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting summary

## Data Availability

Raw images of the western blots are provided in Supplementary Fig. 4. Source data underlying the graphs are provided in Supplementary Data 1. Raw microarray data are available at the NCBI Gene Expression Omnibus (GEO) under accession GSE143440. Other relevant data are available from the corresponding author upon request.

# Supplementary material for: Urinary phosphate-containing nanoparticle contributes to inflammation and kidney injury in a salt-sensitive hypertension rat model
**Source:** Commun Biol. 2020 Oct 15;3:575. doi: 10.1038/s42003-020-01298-1

Supplementary Figures for:

Urinary phosphate-containing nanoparticle contributes to inflammation
and kidney injury in a salt-sensitive hypertension rat model

Qin Wang^{a,b}, Kenichi Ishizawa^a, Jinping Li^{a,c}, Wataru Fujii^a, Yoshikazu Nemoto^a,
Osamu Yamazaki^a, Yoshifuru Tamura^a, Yutaka Miura^d, Xuedan Nie^e, Ryo Abe^f,
Hiroko Segawa^g, Makoto Kuro-O^d, Shigeru Shibata^a

^aDivision of Nephrology, Department of Internal Medicine, Teikyo University School
of Medicine, Tokyo 173-8605, Japan. ^bDepartment of Nephrology, the Second
of Nephrology, Tianjin First Central Hospital, Tianjin 300000, China. ^dDivision of
Anti-aging Medicine, Center for Molecular Medicine, Jichi Medical University,
Tochigi 329-0498, Japan. ^eDepartment of Neurology, the Second Affiliated Hospital of Harbin
Center, Teikyo University, Tokyo 173-8605, Japan. ^gDepartment of Applied Nutrition,

Supplementary Figure 1.

Representative micrographs of immunostaining for desmin, a marker for glomerular podocyte injury. Dot plots show the results of quantitative evaluation of desmin staining in the glomeruli. Data are expressed as mean $\pm$ SEM.

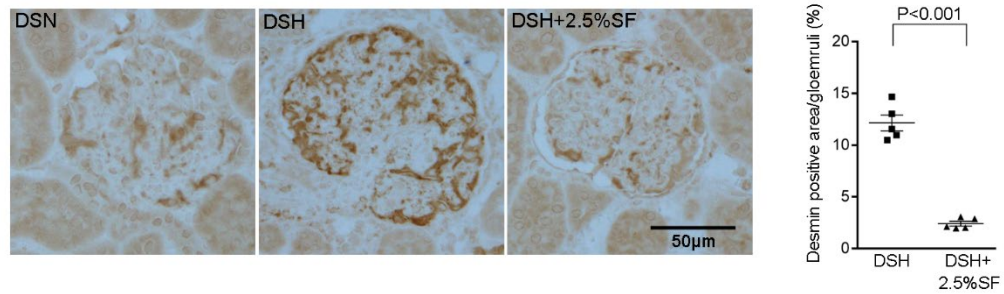

Supplementary Figure 2.

Calciprotein particle (CPP) levels in DSH rats. (a) Plasma calciprotein particle (CPP) levels in the indicated groups. (b, c) Correlation between CPP levels and serum phosphate (b) or Ca x Pi product (c). Data are expressed as mean $\pm$ SEM. NS, not significant.

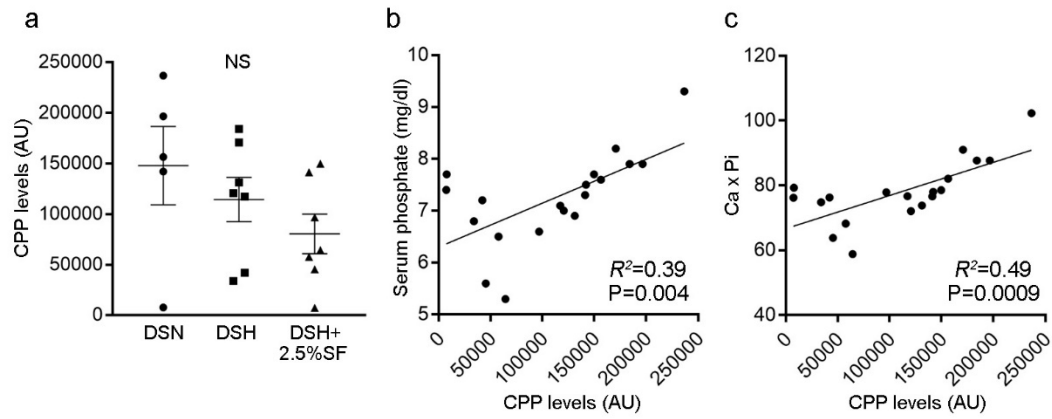

Supplementary Figure 3.

Effects of phosphate loading on *Opn* expression in proximal tubule cells. NRK-52E cells were incubated with high inorganic phosphate (Pi) for 1h, 6h, and 24h. Expression levels were normalized to those of *Actb*. Ctrl, control; Data are expressed as mean $\pm$ SEM.

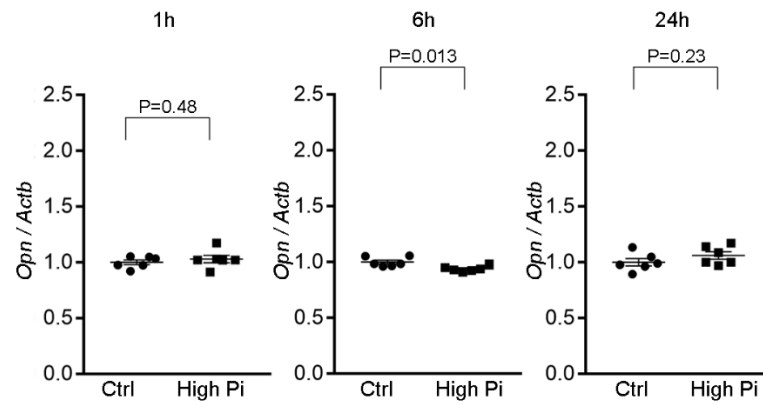

Supplementary Figure 4.

Original images of the Western blot analysis used in Fig.4, Fig.7, and Fig.8.

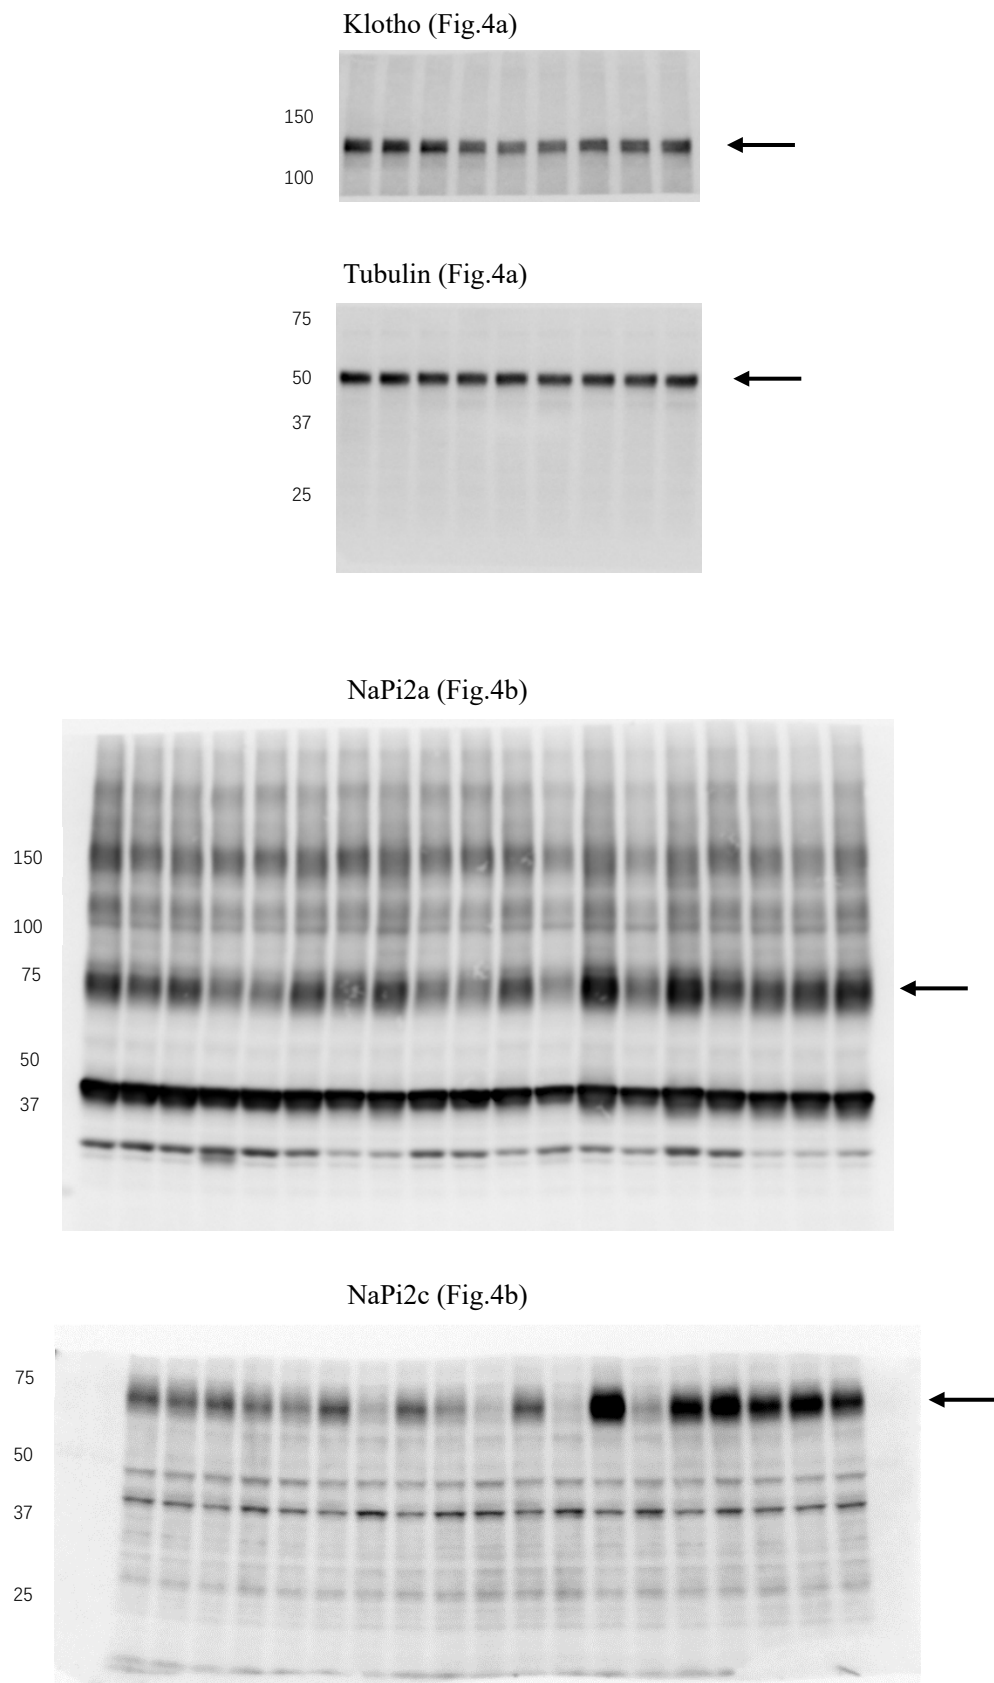

NHE3 (Fig.4b)

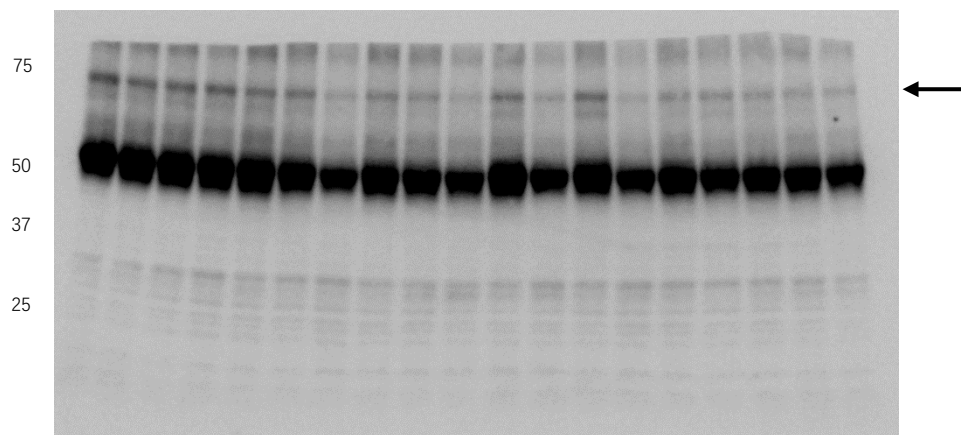

NaPi2a (Fig.7b)

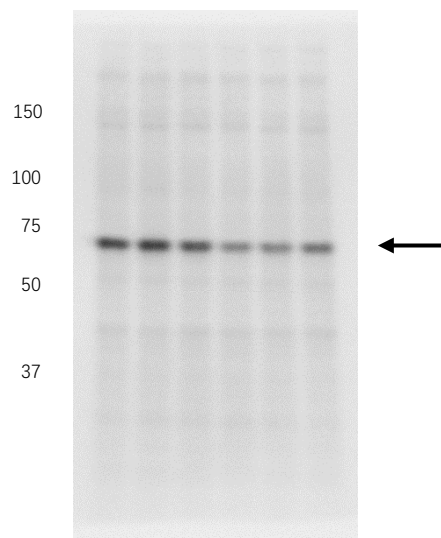

NaPi2c (Fig.7b)

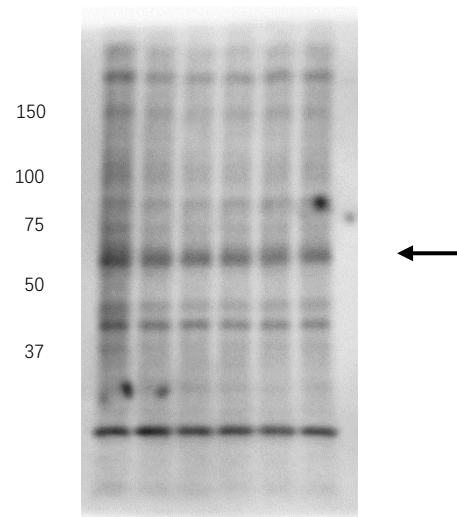

Tubulin (Fig.7b)

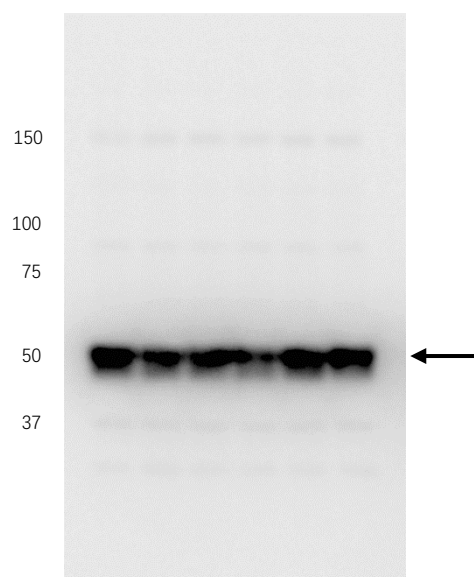

C1qa (Fig. 8a)

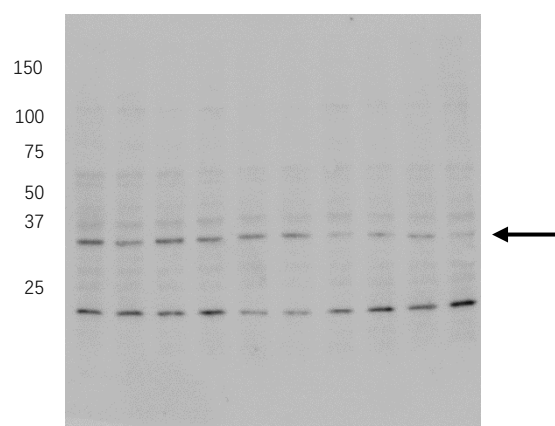

Tubulin (Fig. 8a)

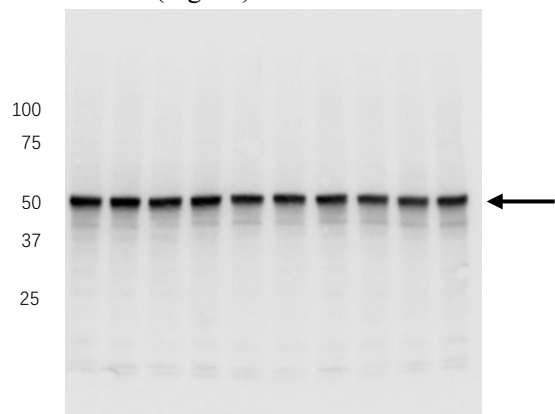

**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for: Urinary phosphate-containing nanoparticle contributes to inflammation and kidney injury in a salt-sensitive hypertension rat model
**Source:** Commun Biol. 2020 Oct 15;3:575. doi: 10.1038/s42003-020-01298-1
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: This file includes all source data underlying the graphs and charts presented in the main figures

# Supplementary material for: Urinary phosphate-containing nanoparticle contributes to inflammation and kidney injury in a salt-sensitive hypertension rat model
**Source:** Commun Biol. 2020 Oct 15;3:575. doi: 10.1038/s42003-020-01298-1
**Supplement:** Supplementary file 4 — Reporting summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☒	☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☒	☐ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection No software was used.

Data analysis The data were analyzed with GraphPad Prism (vresion 7.0.5), ImageJ, GIMP (version 2.10.8), Thermo Fisher Expression Console, and DAVID 6.8.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Raw data of the Western blots are provided in Supplementary Fig.4. Source data underlying the graphs are provided in Supplementary Data 1. Raw data of microarrays are available at GEO (GSE143440). Other relevant data are available from the corresponding author upon request.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Sample sizes were determined based on our previous studies.
Data exclusions	No data were excluded.
Replication	The experimental findings were reliably reproduced.
Randomization	Rats were randomly assigned to three groups.
Blinding	No blinding was performed.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	CD68 (FA-11, Serotec); osteopontin (MPLIB10, Developmental Studies Hybridoma Bank); desmin (D33, DAKO); Ccl2 (NBP1-07025, Novus Biologicals); NHE3 (Ab95299, Abcam); wheat germ agglutinin (Abcam, Cambridge, UK); NaPi2a (NPT27A, alpha-Diagnostics, USA); Tubulin (T9026, Sigma); Klotho (KM2119, Trans Genic); C1qa (ab189922, Abcam, UK); NHE3 (3H3, Millipore); NaPi2a (provided by Dr. Segawa); NaPi2c (provided by Dr. Segawa).
Validation	All antibodies were reasonably validated in previous studies or by vendors.

Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)	NRK-52E cells were obtained from American Type Culture Collection, VA.
Authentication	Cell line was authenticated by the manufacturer.
Mycoplasma contamination	The cell line was tested negative for mycoplasma.
Commonly misidentified lines<br>(See ICLAC register)	No commonly misidentified cell line was used.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

Male Dahl salt-sensitive hypertensive rats (Dahl/SS) at 3 weeks of age were obtained from SLC (Tokyo, Japan).

Wild animals

The study did not involve wild animals.

Field-collected samples

The study did not involve samples collected from the field.

Ethics oversight

Animal procedures were approved by the Teikyo University Ethics Committee for Animal Experiments and were conducted in accordance with the guidelines of Teikyo University.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

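Gene expression was measured in whole kidneys of Dahl salt-sensitive rats on 2 Clariom D rat arrays, 1 holding RNA pooled from 3 DSH rats and 1 holding RNA pooled from 3 DSH+2.5%SF rats. The authors turned the scans into intensities with RMA in Affymetrix Expression Console 1.4.1, as the submitters' processing notes name them, and the deposited intensities are on a linear scale. Their sorted log2 values differ between the arrays by at most 0.13, and 5138 probe sets (7.46%) hold the same intensity in both. The genome build behind the probe sets is not given in the sources used here, so no coordinates are printed.

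From these intensities log2 values and log2 ratios of DSH+2.5%SF over DSH were computed for all 68842 probe sets. A probe set counted as higher when its Z-score was at least 2.0 and its ratio at least 1.5, and as lower when its Z-score was at most −2.0 and its ratio at most 0.66, the thresholds of the paper. The Z-score used the mean and SD of the log2 ratio over all probe sets, which makes a 1.63-fold higher or 1.57-fold lower level the effective limit. Gene symbols came from the platform annotation, which gives 22093 symbols a probe set of their own, and 1182 of them more than 1. Probe sets with several symbols were not used for genes. Genes that the paper lists by LOC symbols were matched through the Entrez number in the symbol.

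Genes named in the text were chosen by a rule written before the data were examined. It takes every gene the paper names, the 10 highest and 10 lowest log2 ratios among genes that passed the criteria and reached the 75th percentile of all intensities in at least 1 pool, leaving out symbols starting with LOC, RGD, Mir, Olr or Vom, and up to 4 members of each described gene list. Genes named outside it are marked where they stand. The genes of Table 2 were known from the paper and were chosen there on these pools. The 44 gene lists written beforehand were compared with 10000 random lists matched on brightness in 20 bins, as a description of these pools and not as a test. Members of a list are not replicates, and lists share some genes.

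The precision is limited by the number of arrays, 1 per group. No paired analysis, no replicate check and no p-value could be had. The alternatives tried were a Z-score among the 1000 probe sets nearest in brightness, the ratio criterion alone, median centring, quantile normalization, subtraction of a loess trend, leaving out dim probe sets, counting only probe sets with 1 gene symbol or 1 probe set per gene, a ratio of at least 2 or at most 0.5, and the mean of all probe sets of a gene. The calls were tested on simulated data with the measured scatter for 68842 probe sets, and the list percentiles on simulated data for 22093 genes. Of 100 probe sets changed by 1 on the log2 scale 85 were called in the right direction, and of 100 changed by 2 all 100 were. In the same simulation 2953 probe sets given no change were called as well, with a scatter taken from the measured differences. Of 200 simulated unchanged lists of 20 genes, 12 lay outside the central 95%. Of 200 lists lowered by 0.3 on the log2 scale 173 did. The simulated scatter was independent for each probe set, so lists of genes that vary together were not covered. Scripts used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. The KEGG enrichment, the PCR, blot and histology data of the paper were not analysed here.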

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

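Besides the gene groups the paper discusses, 11 of the 44 lists had a median outside the central 95% of random lists. With the histones 12 did, 10 below and 2 above, where 2.2 would be expected if the genes of each list varied independently. Genes of a list can vary together between any 2 pools, so that the excess over 2.2 measures no effect. With 1 pool per group the list medians are differences between 2 pools, and no effect of SF was tested. The tests of explanations below were chosen after the results they explain were seen, and the medulla markers and what they would show were written down before their own values were looked at, though other collecting duct genes had been seen to be lower.

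Of these 11 lists, tubular injury markers had the lowest median, −0.40, below all 10000 random lists. Anxa2, which encodes the membrane-binding protein annexin A2, was 2.14-fold lower in DSH+2.5%SF. The adhesion receptor gene Cd44 and the keratin genes Krt8 and Krt18 were 1.69-fold, 1.68-fold and 1.67-fold lower. Fibrosis and extracellular matrix genes had a median of −0.36, also below all random lists, with Tagln, which encodes the actin-binding protein transgelin, 1.72-fold lower, Col1a1 1.71-fold lower, Fn1 1.67-fold lower and Col3a1 1.63-fold lower. Of these 4, Tagln, Fn1 and Col3a1 lost their call with the brightness-dependent Z-score (−1.90, −1.56 and −1.76). The median of cell cycle genes, −0.28, was below all random lists as well. The injury and fibrosis lists share 1 gene, Timp1.

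An intensity-dependent difference between the arrays is argued against as the whole cause. The random lists were matched on brightness, and all 3 lists lay below every one of them. The injury list had a median of −0.40 before and −0.38 after a loess trend was subtracted. All 3 lists stayed below every random list after the subtraction, which adds little because the matching already made it likely. A smaller share of inner medulla and collecting duct in the DSH+2.5%SF pool may contribute and stays open. Of 7 marker genes 6 were measured, with a median of −0.47 (percentile 0.03). Akr1b1 had a log2 ratio of −1.03, Slc14a2 −0.57, Ptgs1 −0.48, Slc5a3 −0.47 and Slc14a1 −0.29, and Elf5 was higher at 0.43. Distal tubule and principal cell markers had a median of −0.17 (percentile 4.15), inside the central 95%, and of −0.35, outside it, with dim probe sets left out. Intercalated cell markers had a median of 0.10 (percentile 97.0), inside it, and lay above it with dim probe sets left out. Akr1b1 and Slc5a3 also respond to tonicity, all of these genes belong to the kidney itself, and the list does not address cell division. Less injury in SF-treated rats stays open and was not tested on the arrays. By histology and urinary albumin, the paper reports less kidney injury in DSH+2.5%SF than in DSH rats.

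Podocyte markers had a median of 0.12 (percentile 98.1), with none of 11 passing the criteria and 4 lower, and the list lay inside the central 95% with quantile normalization and with loess. Loop of Henle markers had a median of −0.27 (percentile 1.55) and lay inside it with quantile normalization. Hypoxia response genes had a median of −0.22 (percentile 0.64), interferon response genes −0.20 (percentile 1.38, inside the range with dim probe sets left out) and neutrophil and mast cell markers −0.12 (percentile 0.91). Of these 5 lists, the called genes were Aqp1, the water channel gene of the proximal tubule and thin descending limb, at 1.73-fold lower, a call lost with the brightness-dependent Z-score (−1.42), and the interferon-induced gene Ifi27, at 1.73-fold lower. Cytosolic ribosomal protein genes (168 genes, median −0.20) and oxidative phosphorylation genes (105 genes, median −0.20) were below all random lists. MicroRNA host or precursor genes (372 genes, median 0.065) were above all of them, with 21 higher and 7 lower, and 42 of the 372 had a mean log2 intensity at or above the 75th percentile of all values.

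C1qa was lower by a log2 ratio of −0.76. A fall in macrophage number as large as that of C1qa is argued against by the 12 brighter macrophage markers, whose median was −0.23 with a spread of 0.29. A smaller fall stays open. Scatter of single probe sets stays open as well. Of the 1000 probe sets nearest in brightness, 7.7% lay as far from 0. Their ratios hold differences between the pools as well as measurement scatter, and with 1 array per group these cannot be separated. A lower C1qa level in SF-treated rats stays open too, as untested on the arrays. By western blot of individual rats, the paper reports significantly lower C1q protein in SF-treated than in DSH rats. Its immunofluorescence of C1q was also weaker with SF. Those results concern protein, and the arrays measured mRNA of pooled rats.

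The beta-globin genes of Table 2 had a median of −0.78. Less blood in the DSH+2.5%SF pool cannot be told apart from other causes, because only 2 alpha-globin genes were measured, with a median of −0.17, Hba-a1 at the same very high intensity in both pools. An effect of SF on red cells was not tested.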

How the results depend on the processing

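The number of called probe sets depended most on which probe sets counted and on the thresholds. From 1921 higher and 1515 lower, it went to 3307 and 1926 with the ratio criterion alone, to 1091 and 719 with dim probe sets left out, to 575 and 287 with a ratio of at least 2 or at most 0.5, to 264 and 340 with probe sets that have 1 gene symbol, and to 241 and 301 with 1 probe set per gene symbol. Chosen after seeing the data, the combination of 1 gene symbol with the brightness-dependent Z-score gave 257 and 226, and the limit at the 75th percentile of intensity gave 812 and 629. Most of these settings count fewer probe sets or raise the limit by construction. More probe sets were higher than lower except with the counts restricted to 1 gene symbol or 1 probe set per gene under the Z-score over all probe sets. Centring leaves every Z-score as it was, and the Z-score limit is stricter than the ratio limit. Centring could therefore not change the counts or the tally of Table 2 genes. Quantile normalization and loess kept the counts within 1.5 times, for arrays whose sorted log2 values already differed by at most 0.13. With the brightness-dependent Z-score, 1624 of the 1921 higher and 1140 of the 1515 lower probe sets were called again.

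The tally of Table 2 genes fell from 12 to 6 with the brightness-dependent Z-score, of which 5 were among the 12 and Hist1h2an was not, and to 2 with the stricter ratio. It was 8 with dim probe sets left out, where Hist1h4b, Icam1, Fcgr2al1 and Hbb did not pass, 9 with loess, where Hist1h4b, Icam1 and Fcgr2al1 did not, 11 with quantile normalization, where Hist1h4b did not, 12 with centring and 13 with the ratio alone or the mean of probe sets, and the cause was not tested beyond these settings. Of 208 genes followed, 86 were called, and 53 of these were called under every alternative that measured them but the stricter ratio, 35 under that too. None changed sign while called.

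With dim probe sets left out, globins moved outside the central 95% of random lists (median −0.53, 8 genes), as did the renin-angiotensin system (0.15), collecting duct markers (−0.35), intercalated cell markers (0.10), olfactory receptors (0.26) and vomeronasal receptors (−0.14), whereas the interferon response moved inside (−0.17). With quantile normalization, the renin-angiotensin system (0.15), iron handling (−0.20) and the wider olfactory list (−0.05) moved outside, and podocyte (0.11) and loop of Henle markers (−0.24) moved inside. With loess, complement regulators (−0.21), iron handling (−0.18) and the wider olfactory list (−0.04) moved outside and podocyte markers inside (0.13). With centring, iron handling moved outside (−0.17). Centring subtracts the same value from every gene, so that move came from a new draw of random lists and not from the processing. The percentile of iron handling without centring, 2.71, was close to the limit of 2.5. The causes of the other moves were not tested. Histone, cell cycle, tubular injury, and fibrosis and extracellular matrix lists stayed below the range under all alternatives run for lists. No paired analysis was possible because each group has 1 pool. Dim signal bears on the calls below the 75th percentile in both pools, 1109 higher and 886 lower, a smaller share than the 73.9% of all probe sets found there.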

Differences from the paper's values

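At its stated thresholds the paper counts 543 upregulated and 532 downregulated targets, and 1921 and 1515 probe sets passed here. Of the alternatives set before the data were examined, the stricter ratio brought the higher count to 575, within 1.5 times of the paper's, and leaving out dim probe sets brought the lower count to 719. None of them did so for both directions. The others, the brightness-dependent Z-score, the ratio alone, median centring, quantile normalization, loess, probe sets with 1 gene symbol and 1 probe set per gene, did so for neither. A limit at the 75th percentile of intensity, chosen after seeing the values, gave 812 and 629, both within 1.5 times of the paper's, and drops 3 of the 12 called genes of Table 2 (Hist1h2ac, H3c13 and Hbb).

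For Ccl2 the paper's RT-PCR gives a 29% decrease, and the array gave 48.7%. For Spp1, which the paper calls Opn, its RT-PCR gives a 62% decrease, and the array gave 27.7%. The paper's values come from 7 animals per group normalized to Actb and the array's from 1 pool of 3 rats, and no alternative set before the data were examined brought either percent decrease within 1.5 times of the paper's. As folds, the decrease of Ccl2 is 1.41-fold from the paper's value and 1.95-fold on the array, which is within 1.5 times, and that of Spp1 is 2.63-fold and 1.38-fold, which is not. Spp1 lies at intensities of 851396 and 615795, near the top of the range. Its brightness-dependent Z-score was −3.30, and whether the top of the range compresses its difference was not tested.

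Among the 14 Table 2 genes with a named probe set, which the paper lists as downregulated, 12 passed here. Hist1h2ah (log2 ratio −0.42) passed with the mean of its probe sets (−0.67) and, in a count chosen after seeing the data, on its dimmer probe set. Hist1h2an (log2 ratio −0.61) passed with the brightness-dependent Z-score and with the ratio alone. The paper states that Il6 mRNA was nonsignificantly lower with SF by RT-PCR, and on the array Il6 was at 13.5 in DSH and 17.9 in DSH+2.5%SF, both dim. Il1b, for which the paper states the same, was at 48.2 and 46.5.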

Other observations

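Most genes of calcium and phosphate handling did not pass the criteria. Those that did have different roles, and some were higher and some lower. Cyp24a1, whose product degrades active vitamin D, was 2.00-fold lower in DSH+2.5%SF, and the calcium-binding protein gene Calb1 was 2.49-fold higher, from an intensity of 10832 to 27005. Kl, the gene of Klotho, was 1.64-fold higher, and Stc1, which encodes stanniocalcin 1, was 1.76-fold higher, both calls being lost with the brightness-dependent Z-score (1.45 and 1.92). These were the 4 called genes among 24 of the FGF-23, Klotho, PTH and vitamin D list, whose median was −0.01 (percentile 63.9). Fgf23 was dim, at 11.7 and 10.9. The paper reports higher levels of active vitamin D and lower levels of FGF-23 in DSH+2.5%SF than in DSH rats. It also reports that SF alleviated the lower kidney Klotho level of DSH rats. Those are levels of hormones and protein in individual rats, and the arrays measured mRNA of pooled rats.

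Slc34a1, which encodes NaPi2a, was listed at the same intensity of 103542 in both pools, and Slc34a3, which encodes NaPi2c, had a log2 ratio of −0.05. In a membrane fraction, the paper reports significantly more of both proteins in SF-treated rats than in DSN rats, a group that was not on the arrays. By immunofluorescence it also describes a strong increase of both proteins at the apical membrane in SF-treated rats. Those results concern protein and not mRNA. Slc34a2 was 1.95-fold lower, the 1 called gene of 10 phosphate transport genes (median −0.03, percentile 61.9), and it lost its call with the brightness-dependent Z-score (−1.98). Slc9a3 had a log2 ratio of 0.05, and the kinase gene Sgk1, which acts on sodium transport, was 2.10-fold higher. Foxi1, a transcription factor of intercalated cells, was 1.71-fold higher, and Aqp3, a water channel gene of the collecting duct, was 2.00-fold lower. Among endothelial markers Ehd3 was 2.04-fold higher and Esam 1.75-fold lower.

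Of the other genes the paper names, Des had a log2 ratio of −0.34, Actb −0.10 and Msr1 0.00. By staining of kidney sections, the paper reports a smaller CD68-positive area in SF-treated than in DSH rats. On the array Cd68 mRNA was not lower, with a log2 ratio of 0.11. A stained area in individual rats and whole-kidney mRNA of pooled rats are different measures, and the cause of the difference was not tested.

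A normal curve with the mean and SD of all log2 ratios would place 1566 probe sets beyond each limit, where 1921 higher and 1515 lower ones were counted.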
